# The Alteration Profiles of m^6^A-Tagged circRNAs in the Peri-Infarct Cortex After Cerebral Ischemia in Mice

**DOI:** 10.3389/fnins.2022.869081

**Published:** 2022-06-07

**Authors:** Yudi Li, Hanzhao Li, Yang Luo, Xiaoqiang Li, Zhefeng Chen, Wanzhou Zhang, Fangming Li, Li Ling

**Keywords:** circRNA, N^6^-methyladenosine (m^6^A), m^6^A-related methyltransferases, middle cerebral artery occlusion, cerebral infarction

## Abstract

The N6-methyladenosine (m^6^A) modification acts as a dynamic regulatory factor in diseases by regulating the metabolism and function of the transcriptome, especially mRNAs. However, little is known regarding the functional effects of m^6^A modifications on circRNAs. In this research, we established a distal middle cerebral artery occlusion (MCAO) model in adult C57BL/6J mice. The mice were divided into three groups: sham surgery, 3 days after MCAO (3d), and 7 days after MCAO (7d). Reverse transcription quantitative polymerase chain reaction (RT-qPCR) demonstrated that the mRNA expression levels of m^6^A-related methyltransferases (METTL3, METTL14), demethylases (FTO, ALKBH5), and reading proteins (YTHDF1, YTHDF3) altered compared to the sham group. Furthermore, the translation level of ALKBH5 and YTHDF3 was significantly decreased in the 3d group while increased in 7d group. Methylated RNA immunoprecipitation (MeRIP) and circRNA microarray indicated 85 hypermethylated and 1621 hypomethylated circRNAs in the 3d group. In the 7d group, the methylation level increased in 57 and decreased in 66 circRNAs. Subsequently, our results were verified by MeRIP-qPCR. Bioinformatics analysis was performed to analyze the functions of differentially m^6^A-modified circRNAs. We found some m^6^A modified-circRNAs associated with cerebral infarction, providing a new direction for the molecular mechanism of stroke.

## Introduction

Cerebral infarction causes transcriptional and post-transcriptional alterations including RNA expression levels and epigenetic modifications, resulting in a series of complicated post-stroke pathophysiological processes, such as glutamate excitotoxicity, oxidative stress, apoptosis, nerve regeneration, and angiogenesis (Mehta et al., 2007).

Studies of RNA modification are known as epigenetic transcriptomics. Recent studies have indicated that epigenetic changes occur during the pathophysiological course of diverse diseases as regulators of RNAs (Niu et al., 2013). At present, more than 170 classes of RNA modifications have been identified, among which N6-methyladenosine (m^6^A) is the most abundant and common modification in Eukaryotes, particularly in the mammalian brains (Dominissini et al., 2012). The m^6^A modification refers to the methylation of the sixth nitrogen atom in adenosine, which is catalyzed by methyltransferase complexes, such as methyltransferase-like (METTL) 3 and 14 (METTL3 and METTL14), and Wilms' tumor 1-associated protein (WTAP); eliminated by demethylases, such as fat mass and obesity-associated protein (FTO) and alkylation repair homolog protein 5 (ALKBH5); and recognized by m^6^A readers, such as YTH domain family (YTHDF) 1, 2, and 3 (YTHDF1, YTHDF2, and YTHDF3) (Shi et al., 2019). Thus, the m^6^A modification is a dynamic and reversible process. The majority of m^6^A modifications occur near the 3′UTR and the mRNA stop codon, and regulate various molecular functions in mRNAs related to transcription, alternative splicing, nuclear export, translation, stability, and degradation (Niu et al., 2013). It has been researched that m^6^A-related enzymes play a critical role in ischemic diseases. FTO has been reported to promote angiogenesis and reduce myocardial fibrosis after myocardial ischemia, however, in the brain, it is predominantly expressed in neurons, whereas downregulation of FTO and ALKBH5 after stroke can induce secondary brain injury by destroying neurons (Chokkalla et al., 2019; Mathiyalagan et al., 2019; Xu et al., 2020). METTL3, METTL14, and YTHDF1 have been shown to regulate axon regeneration, neuronal apoptosis, neurogenesis, and inflammation after cerebral ischemia (Weng et al., 2018; Si et al., 2020; Zhang et al., 2020), which indicates that the m^6^A modification may be involved in a series of post-stroke molecular events.

Non-coding RNAs, especially circRNAs, show tissue specificity during development and are highly expressed in the brain (Rybak-Wolf et al., 2015). Studies have shown that circRNAs are specifically enriched in the subcellular compartments of neurons, including dendrites, axons, and synapses (Rybak-Wolf et al., 2015; You et al., 2015; Shigeoka et al., 2016). Therefore, tracking changes in circRNAs and their m^6^A modification levels may provide new insights into the pathogenesis of cerebral ischemia from the perspective of epigenetics, thereby improving intervention and prognosis. CircRNAs can regulate secondary brain injury and repair by binding with proteins and acting as “sponges” for miRNA (Wu et al., 2019; Yang et al., 2020). However, the upstream regulatory mechanism for circRNAs remains unknown. Recently, a study focused on the differences in m^6^A modifications of mRNAs lncRNAs after transient cerebral ischemia (Chokkalla et al., 2019), but the m^6^A modification of circRNA is not yet known. Therefore, in this study, we screened the entire genome for m^6^A-modified circRNAs around the site of cerebral infarction to explore the potential significance of m^6^A-modified circRNAs in stroke.

## Methods and Materials

### Cerebral Infarction in Mice

All experimental procedures were approved by the Institutional Animal Use Committee of the Shenzhen Hospital of Southern Medical University. Animals were raised in a SPF room with free access to food and water, under a controlled temperature (25 ± 2°C) and a 12/12 h day/night cycle The surgery was performed in accordance with the guidelines for the care and use of laboratory animals. C57BL/6J mice weighing 23–26 g were randomized to three groups: the 3d after MCAO, 7d after MCAO, and sham groups. After anesthetizing the mice with isoflurane, we made a 1 cm incision between the left ear and eye, dissected the temporal muscle, and exposed the left side of the skull under an operating microscope. Next, a small hole was drilled, and a distal middle cerebral artery occlusion (MCAO) was performed with a bipolar electrosurgical knife, leading to a permanent infarction of the local cerebral cortex. And then the bilateral common carotid arteries were immediately occluded for 7 minutes. The sham group underwent the same surgical procedure without the MCAO. During surgery and recovery, the body temperature of the mice were maintained at 37°C.

### TTC Staining

Three mice were used for histological staining at 24 h after MCAO. Briefly, the mice were killed by cervical dislocation, and brain tissues were isolated and frozen at −20°C in refrigerator for 5 mins. Coronal sections were sliced into 1 mm and maintained at 37°C in 2% 2,3,5-triphenyltetrazolium chloride (TTC) solution (Sigma Aldrich, St. Louis, MO, USA) for 30 min. TTC staining can effectively detect the location of the primary cerebral infarction after MCAO.

### H&E Staining

One week after cerebral infarction operation, the brain tissue was collected and fixed with 4% paraformaldehyde for 1 week, and then embedded in paraffin. Following alcohol dehydration and xylene dewaxing, coronal sections were stained with hematoxylin for 3 min, washed, and then eosin for 2 min. Finally, sections were sealed with neutral gum after being dehydrated.

### m^6^A Immunoprecipitation (MeRIP)

Total RNA (1–3 μg) and m^6^A spike-in control mixture were added to immunoprecipitation (IP) buffer (50 mmol/L Tris-HCl, pH 7.4; 150 mmol/L NaCl; 0.1% NP40; and 40 U/μL RNase inhibitor), incubated with 2 μg anti-m^6^A rabbit polyclonal antibody (Synaptic Systems, 202003) at 4°C for 2 h, washed, resuspended in 20 μL Dynabeads™ M-280 sheep anti-rabbit IgG suspension (Invitrogen, 11203D), and incubated at 4°C for 2 h. The beads were then washed three times with 500 μL of IP buffer and twice with 500 μL of wash buffer [50 mmol/L Tris-HCl, pH 7.4; 50 mmol/L NaCl; 0.1% NP 40; and 40 U/μL RNase inhibitor (Enzymatics, Y9240L)]. The enriched RNA was eluted with 200 μL elution buffer (10 mmol/L Tris-HCl, pH 7.4; 1 mmol/L EDTA; 0.05% SDS; and 40 U proteinase K) and extracted using acid phenol-chloroform and ethanol precipitation. MeRIP assays were performed in three replicates in each group (*n* = 3).

### Microarray Hybridization of Methylated CircRNAs

The immunoprecipitate was digested with RNase R to remove linear RNA, amplified, and labeled with super RNA Labeling Kit (Cy3 [for “sup”, supernatant] and Cy5 [for “IP”]) in accordance with the manufacturer's instructions, and then purified using the RNeasy Mini Kit. After fragmentation, the circRNAs were hybridized to an m^6^A-circRNA epi-transcriptomic microarray slide (Arraystar) and incubated at 65°C for 17 h in a hybridization oven (Agilent, Santa Clara, CA, USA). The hybridized arrays were washed, fixed, and scanned using an Agilent Scanner G2505C.

### Analysis of Microarray Data

Acquired array images were analyzed using Agilent Feature Extraction software (version 11.0.1.1). Raw intensities of IP (immunoprecipitated, Cy5-labeled) were normalized at a criterion of log2-scaled intensities in spike-in RNA. The percentage of the IP (Cy5-labeled) normalized intensities was considered as m^6^A methylation levels. Differentially m^6^A-modified circRNAs were identified between the two comparison groups by filtering with the fold change and statistical significance (*P*-value) thresholds. Expression of circRNAs were calculated by the normalized signal value of “IP” plus “sup”, the differentially expressed circRNAs were screened at the criterion of with fold change >1.5 and *P* < 0.05.

### Reverse Transcription Quantitative Polymerase Chain Reaction

After collecting samples at 3d and 7d after MCAO, 1 μg of total RNA was reverse transcribed to cDNA. RT-qPCR was performed to determine the mRNA levels of m^6^A-related enzymes (METTL3, METTL14, FTO, WTAP, ALKBH5, YTHDF1, and YTHDF3) by the Applied Biosystems 7300/7500 Real-Time PCR System (Foster City, CA, USA). Additionally, to further confirm the results from the m^6^A immunoprecipitation and microarray, we randomly selected four differentially m^6^A-modified circRNAs (mmu_circRNA_27268, mmu_circRNA_20673, mmu_circRNA_32905, and mmu_circRNA_29864) in samples of 3d after MCAO and detected their level by MeRIP-qPCR analysis. In brief, equal quantity of immunoprecipitated RNA samples were reverse-transcribed to cDNA using SuperScriptTM III Reverse Transcriptase (Invitrogen, 18080-044), and amplified with gene-specific primers for the circRNAs (Table 1). PCR assays were performed in six replicates in each group (*n* = 6). All results were analyzed by 2^ΔΔCT^ method.

**Table 1:** The primer sequence of the four differentially m^6^A-modified circRNAs and m^6^A-related enzymes.

	**Bidirectional primer sequence**
mmu_circRNA_27268	F:5′ CTTTGGTCAAGGAGGCAGAT3′ R:5′ TTTGACAACCGACTGTACCTATTA3′
mmu_circRNA_29864	F:5′ GACTCCTTTTTGCGGCTTG3′ R:5′GTGGAGGGCATTTGGAACAT3 ′
mmu_circRNA_32905	F:5′CATTGTCTAAAGATGCTTCTGTCAG3 ′ R:5′GTGACCCAGGACAACCAAAAG3 ′
mmu_circRNA_20673	F:5′ AACCAAAGAGTTCAGACGTGAGA3′ R:5′CGTTTTTCTGAGGATGGTGTTAC3 ′
METTL3	F:5′GGGCACTTGGATTTAAGGAACC3′ R:5′CTTAGGGCCGCTAGAGGTAGG3 ′
METTL14	F:5′GAGCTGAGAGTGCGGATAGC3′ R:5′GCAGATGTATCATAGGAAGCCC3′
FTO	F:5′TTCATGCTGGATGACCTCAATG3′ R:5′GCCAACTGACAGCGTTCTAAG3′
WTAP	F:5′ATGGCACGGGATGAGTTAATTC3′ R:5′TTCCCTTAAACCAGTCACATCG3′
ALKBH5	F:5′GCATACGGCCTCAGGACATTA3′ R:5′TTCCAATCGCGGTGCATCTAA3′
YTHDF1	F:5′CACAGTGACTCCCTCAACAAG3′ R:5′AGGTGGTAACATCCCCAATCTT3′C
YTHDF3	F:5′AACCAGGGGCATTAGGAAATACC3′ R:5′TCCACTTGTTCCCCATGTAGAG3′

### Western Blots Analysis

Around 50 μg of protein samples extract was resolved in 10% sodium dodecylsulfate-polyacrylamide gel electrophoresis (SDS-PAGE) after denaturation and transferred to PVDF membranes. The membranes were blocked in 5% non-fat milk in tris-buffered saline solution (TBS) for 1.5 h at room temperature and then probed with the primary antibodies: rabbit anti-ALKBH5 (Abcam, ab195377, 1:1,000) and rabbit anti-YTHDF3 (Abcam, ab220161, 1:1,000). After overnight incubation at 4°C, the membranes were washed three times with TBS-T and incubated for 1 h at room temperature with an appropriate secondary antibody: horseradish peroxidase-labeled anti-rabbit IgG (1:5,000). The protein bands were visualized using the enhanced chemiluminescence method, and the intensity of band was quantified using Image J software (Version 1.51j8, NIH, Bethesda, MD, USA).

### Function and Pathways Analyses

The functions of differentially m^6^A-modified circRNAs' parent genes and three verified ones' target genes were analyzed by Gene Ontology (GO) analysis (http://www.geneontology.org), and their significant pathways were explored by the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses (http://www.genome.jp/kegg/) using the DAVID bioinformatics database (https://david.ncifcrf.gov).

### Prediction of Network of CircRNA-miRNA-mRNA

Three verified m^6^A-circRNAs were used to predicted miRNAs by Arraystar's homemade software based on TargetScan and miRanda, and top ten possible miRNAs were screened. Additionally, mRNAs of these ten miRNAs were predicted by miRanda. The **network of circRNA-miRNA-mRNA** was visualized by Cytoscape.

### Statistical Analysis

Our results were analyzed using Statistical Program for Social Sciences (SPSS) software (version 22.0; SPSS, Chicago, IL, USA) and are presented as means ± standard deviations. The student *t* test was used to detect the significant differences between two groups, one-way ANOVA was used for comparisons between multiple groups, and *P* < 0.05 was taken as statistically significant.

## Results

### Establishment and Validation of the Cerebral Infarction Model

TTC and H&E staining were used to confirm the infarction region of the brain after MCAO in mice (Figures 1A,B). TTC staining showed that the infarcted brain tissue was white, and the non-infarct region was red. Additionally, with H&E staining, the infarct area was pale, and the number of neurons was decreased, whereas the opposite was observed in normal tissue.

**Figure 1:**
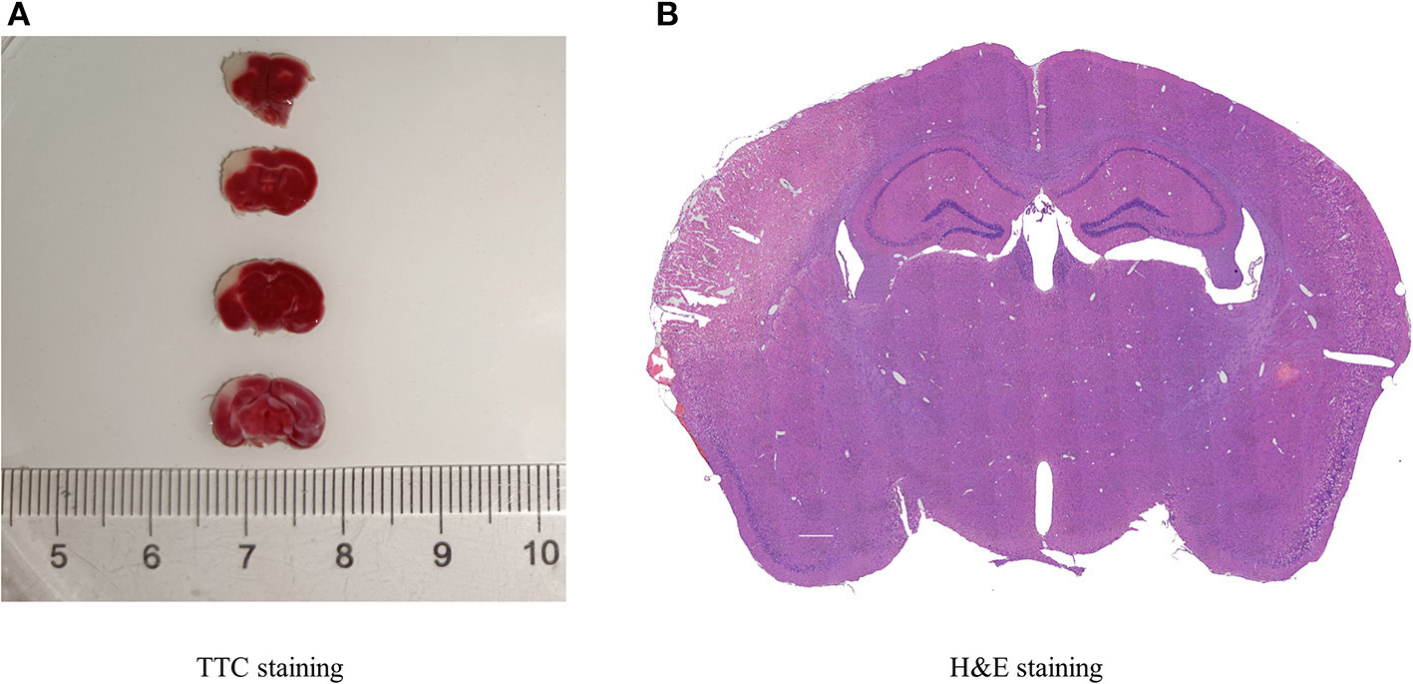
Histopathology of cerebral infarction. **(A)** TTC staining displayed the infarcted areas in white, and the normal areas in red, (*n* = 3). **(B)** H&E staining presented the destruction of morphology in the infarct lateral cortex compared with the Contralateral cortex (*n* = 3).

### The Transcriptional Levels of Methylation-Related Enzymes After Stroke in Mice

To explore the changes in m^6^A methylation on circRNA transcripts, we first determined transcriptional levels of m^6^A-related enzymes in the peri-infarct region of the cerebral cerebral cortex (Figure 2A). We observed that mRNA expression of all enzymes tested was significantly downregulated at 3 days after MCAO compared with the sham group. At 7 days after MCAO, the transcriptional levels of METTL3, METTL4, ALKBH5, and YTHDF3 were decreased, whereas increased in FTO significantly. Interestingly, compared with the 3d group, except for METTL3, METTL14, and ALKBH5, significant increases in transcription of other genes occurred in the 7d group.

**Figure 2:**
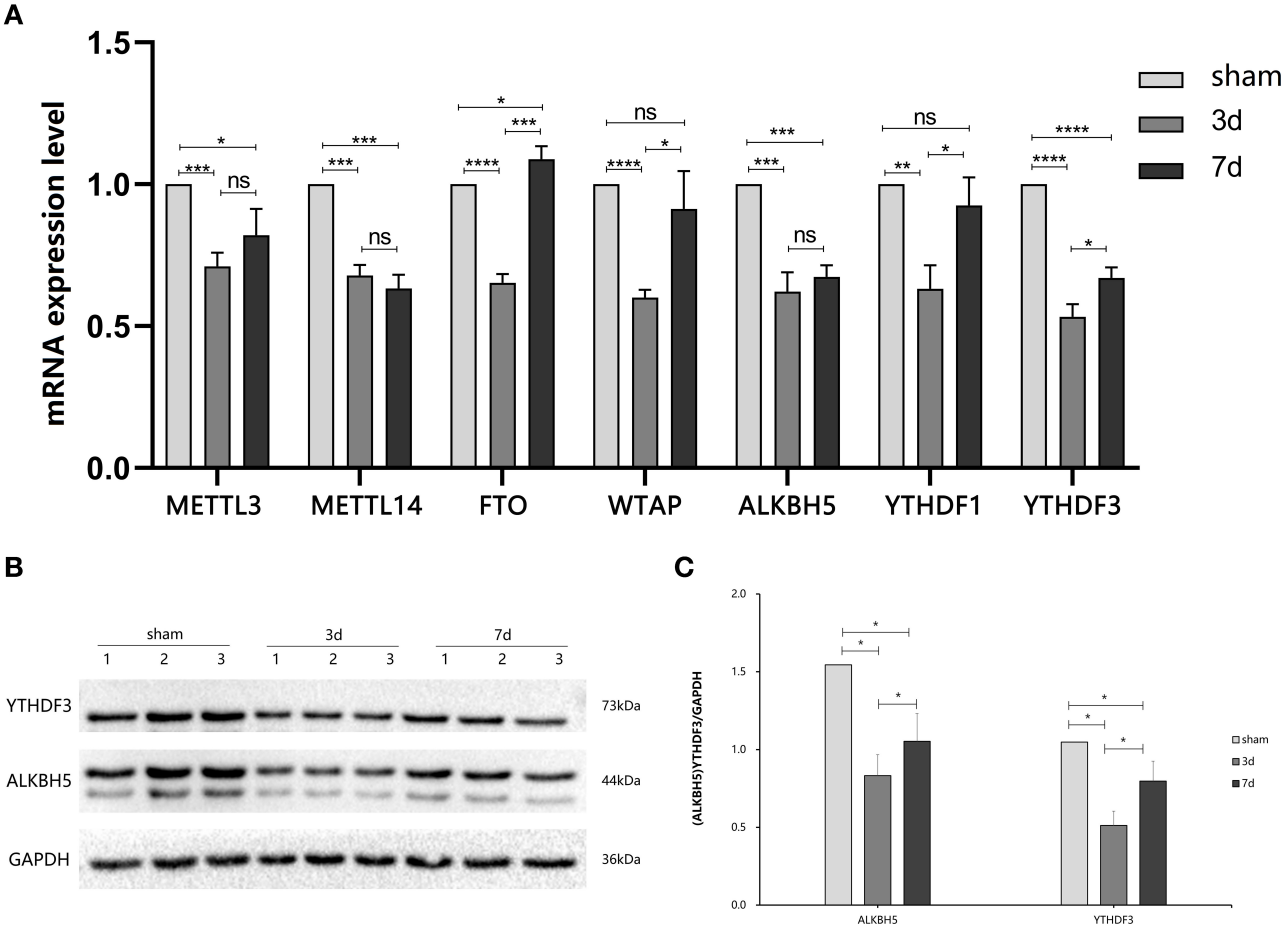
Expression of m^6^A related enzymes between MCAO and sham groups. **(A)** The mRNA expression level of m^6^A writers (METTL3, METTL14, and WTAP), m^6^A erasers (FTO, ALBKH5), and m^6^A readers (YTHDF1, YTHDF3) were changed at 3d or 7d after MCAO compared with the sham, (*n* = 6/group). **(B,C)** The protein YTHDF3 were significantly decreased in 3d group, while increased in 7d group, (*n* = 6/group). ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001, ^****^P < 0.0001; ns, not significant.

### ALKBH5 and YTHDF3 Showed Dynamic Alterations in Stroke

We further measured the translation level of m^6^A related enzymes in the area around cerebral cortex infarction (Figures 2B,C). We observed that ALKBH5 and YTHDF3 were significantly decreased at 3 and 7 days after MCAO compared with the sham group. Interestingly, ALKBH5 and YTHDF3 were increased at 7 days in comparison to 3 days after MCAO.

### Cerebral Infarction Changed the Level of m^6^A Modification and Expression Profile in CircRNA

The mRNA expression of m^6^A-related enzymes in the peri-infarct cortex was altered, suggesting that cerebral ischemia might change m^6^A modification. We speculated that the methylation modification of circRNAs around cerebral infarction was changed. 

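Cortex around the infarct was taken from mice 3 and 7 days after permanent middle cerebral artery occlusion (MCAO) and from sham-operated mice, with 3 samples in each of the 3 groups. RNA bound by the anti-m6A antibody (IP) was labeled with Cy5 and the unbound supernatant (Sup) with Cy3, and both were hybridized to one array per sample. Each array held 14236 circRNA probes, 50 mRNA probes and 102 probes for spike-in RNA, a control RNA mixture that is added to every sample. The authors deposited the intensities that the Feature Extraction software read from each scan, and a table of log2 values after their spike-in normalization.

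In the scans, the median circRNA intensity of an array was between 36.5 and 50 in the IP channel, with a median local background between 15 and 22. In the Sup channel it was between 53 and 78.5, with a background between 15.5 and 18. On the 3d arrays, between 11310 and 12281 circRNA probes (median 12054) were well above background in both channels, by the mark that the software sets. The 7d arrays had between 10718 and 11310 such probes (median 11222), and the sham arrays between 10845 and 11652 (median 11075). No array had a saturated circRNA spot. The precision of every value is limited by the number of arrays.

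The values given here start from the median pixel intensity of each spot. The local background was removed by the normexp method of limma with an offset of 50, and spots marked as outliers were left out. Each channel of each array was then shifted on the log2 scale so that the mean over 10 spike-in probes was the same on all arrays and in both channels. These are the probes from which the constants of the deposited table are recovered, with a largest difference of 5.6e-10 on the log2 scale. The methylation level of a circRNA was the IP intensity as a percentage of IP plus Sup, and its expression was IP plus Sup, as in the methods of the paper. The log2 values of all 9 arrays were compared in one fit with limma. A circRNA was called changed at a fold change above 1.5 and an unadjusted P below 0.05, the threshold of the paper, and the count after Benjamini-Hochberg adjustment is given beside it. On simulated intensities, a log2 change of 1 in the level was estimated at a median of 0.51, so that this offset narrows the changes. The files used here give a probe identifier but no circRNA name. A name is used where the fold change and P value of a probe, calculated in the way of the methods, match those that the paper lists under that name.

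The 3d and 7d arrays lay on one slide and the sham arrays on another, so that a difference from the sham group and a difference between the slides cannot be told apart. The replicates of a group lay in different columns of the slide.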

We performed m^6^A immunoprecipitation and microarray analysis of circRNAs from cortex tissue surrounding the infarcted area after 3 and 7 days of permanent cerebral ischemia in mice. Heatmaps and volcano graphs showed differences in m^6^A methylation in circRNAs between the infarct groups and the sham group (fold change > 1.5, *P* < 0.05, *n* = 3/group) (Figures 3A–F). A total of 12,345 methylated circRNAs were found in our research. In comparison with the sham group, the m^6^A modification was significantly changed in 1,706 circRNAs, including 85 hypermethylated and 1,621 hypomethylated circRNAs at 3d after MCAO. However, the methylation levels increased in 57 circRNAs and decreased in 66 circRNAs at 7d after MCAO. 

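Of the circRNA probes, 12211 were well above background in both channels on at least 3 of the 9 arrays and were used for the comparisons, and 2025 were left out. With the mark required in either channel, 13783 probes remained, and with the mark in both channels on all 9 arrays there were 9305. The counts are of probes with a signal above the local background, and no background of the immunoprecipitation itself was measured on the arrays.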

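In the 3d group, 53 circRNAs were hypermethylated and 189 were hypomethylated compared with the sham group. After Benjamini-Hochberg adjustment the counts were 25 and 81, and 1 and 1 by the test that the methods name. In 34 of the hypermethylated and 133 of the hypomethylated circRNAs, the 3 arrays of one group all lay on one side of the 3 arrays of the other, which chance gives for 10% of circRNAs before any selection. The threshold itself favors such circRNAs, so that these shares are no test of it.

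The 2 largest increases among these were found in mmu_circRNA_009696 and mmu_circRNA_017958. The level of mmu_circRNA_009696, an intronic circRNA of Malat1 on chromosome 19, was 66.7% ± 9.14 (SD, n = 3) in the 3d group and 32.4% ± 13.4 (SD, n = 3) in the sham group, a log2 change of 1.11 (standard error 0.26, adjusted p = 0.0323). The level of mmu_circRNA_017958, an exonic circRNA of Anks1b on chromosome 10, was 25.7% ± 6.38 and 12.4% ± 4.75, a log2 change of 1.09 (standard error 0.25, adjusted p = 0.0296). The 2 largest decreases were those of the probe ASCRP4004537, which has no name in the paper's tables, and of mmu_circRNA_39011, an exonic circRNA of Bmp2k on chromosome 5. The level of ASCRP4004537 was 20.7% ± 8.17 in the 3d group and 47.5% ± 6.12 in the sham group, a log2 change of -1.28 (standard error 0.27, adjusted p = 0.0257). With within-array loess normalization its log2 change was -0.48, which is not past the threshold. The level of mmu_circRNA_39011 was 20.0% ± 8.58 and 43.8% ± 8.62, a log2 change of -1.23 (standard error 0.32, adjusted p = 0.0423), and it was not called by the test that the methods name.

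The number of hypermethylated circRNAs moved most with the processed signals of the software scaled on all spike-in probes, an alternative chosen after seeing the data, which gave 2101 hypermethylated and 10 hypomethylated circRNAs. The number of hypomethylated circRNAs rose most with the authors' deposited values, with 162 and 2131, followed by the processed signals, with 172 and 2060. It fell most with within-array loess normalization, with 248 and 3. Single arrays also carried much of the counts. Without 3d replicate 3, 32 circRNAs were hypomethylated, and without sham replicate 3 there were 393. Without sham replicate 1, 159 were hypermethylated and 104 hypomethylated.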

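At 7 days, 51 circRNAs were hypermethylated and 3 were hypomethylated compared with the sham group, and none passed after Benjamini-Hochberg adjustment with limma. By the test that the methods name, 5 and 1 circRNAs passed the threshold and again none after adjustment. The 3 arrays of each group lay apart in 34 of the hypermethylated circRNAs and in 1 of the hypomethylated ones.

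The largest increases among these were those of the probes ASCRP4005105 and ASCRP4004874, which have no name in the paper's tables. The level of ASCRP4005105 was 22.5% ± 11.6 (SD, n = 3) in the 7d group and 9.17% ± 3.37 (SD, n = 3) in the sham group, a log2 change of 1.24 (standard error 0.36, adjusted p = 0.202). The level of ASCRP4004874 was 23.9% ± 12.8 and 10.3% ± 3.79, a log2 change of 1.16 (standard error 0.35, adjusted p = 0.202). Neither was called by the test that the methods name, and ASCRP4004874 was not called with the processed signals of the software, where its log2 change was 0.56. The decrease with the arrays apart was that of mmu_circRNA_006216, an exonic circRNA of Dtnb on chromosome 12, with a level of 5.97% ± 0.862 in the 7d group and 10.8% ± 1.27 in the sham group. Its log2 change was -0.85 (standard error 0.17, adjusted p = 0.202). The other hypomethylated circRNAs, the probes ASCRP4004121 and ASCRP4001750, were named after their values were seen, and their log2 changes were -0.76 and -0.88.

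The counts depended on single arrays here too. Without 7d replicate 3, 9 circRNAs were hypermethylated, without 7d replicate 2 there were 131 and without sham replicate 1 there were 251. Without sham replicate 3, 17 were hypermethylated and 22 hypomethylated, and without 7d replicate 1 the counts were 80 and 8.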

In general, at 3d after operation, the hypomethylated transcripts reached to 95% in the m^6^A-circRNAs, and only 5% were hypermethylated, while the distribution of these two kinds of transcripts was nearly equal at 7d after MCAO compared to the sham group. Additionally, compared to the 3d group, 2632 circRNAs were hypermethylated, while 186 ones were hypomethylated in the 7d group. 

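Of the 242 circRNAs called in 3d vs. sham, 78.1% were hypomethylated and 21.9% hypermethylated. Among all circRNAs tested, the level was lower in the 3d group for 59%, with a median log2 change of -0.029. Of the 54 circRNAs called in 7d vs. sham, 94.4% were hypermethylated and 5.56% hypomethylated, and the level of all circRNAs was lower for 7.71%, with a median log2 change of 0.15. The balance of 7d vs. sham depended on the processing. The hypermethylated share was 53.3% with each array centered on its median circRNA and 52.8% with the processed signals of the software. It was 69.2% with within-array loess normalization and 89.6% without background correction.

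The median methylation level of an array was 32.8% ± 0.0854 (SD, n = 3) in the 3d group, 33.7% ± 0.408 (SD, n = 3) in the sham group and 38.1% ± 3.71 (SD, n = 3) in the 7d group. The 3d group was lower than the sham group by -0.963 points, and the 7d group was higher than the sham group by 4.34 points. Both gave p = 0.1 in a two-sided exact permutation test, the smallest value that 3 arrays against 3 allow. One array of the 7d group, replicate 3, had a median level of 42.4%, and without it the 7d group was higher than the sham group by 2.21 points.

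The direction at 3 days depended on the spike-in probes. Scaled on all spike-in probes of the array, a choice made after seeing the data, the median level was 47.1% ± 0.629 in the 3d group, 44.1% ± 0.463 in the sham group and 46.1% ± 1.95 in the 7d group. On that scale, 16% of the circRNAs called in 3d vs. sham were hypomethylated.

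**Figure D1:**
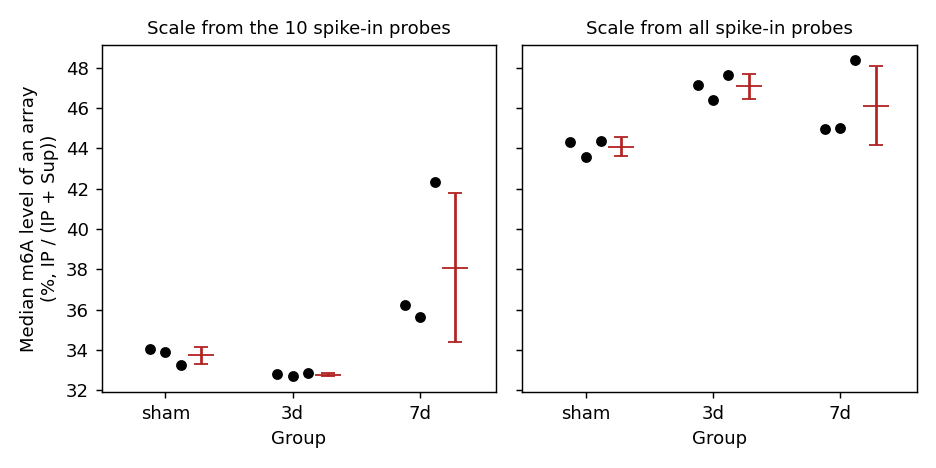
Median m6A level of the circRNAs on each array, as a percentage of IP plus Sup, in the sham, 3d and 7d groups; each point is an array, and the bar and whiskers are the mean and SD of 3 arrays. With the 10 spike-in probes, the 3d arrays lie below the sham arrays and 7d replicate 3 lies at 42.4%; with all spike-in probes, the 3d arrays lie above the sham arrays. The axis starts above 0.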

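Between the infarct groups, 465 circRNAs were hypermethylated and 13 hypomethylated in 7d vs. 3d, and 401 and 8 after Benjamini-Hochberg adjustment. By the test that the methods name, 86 and 0 passed after adjustment, from 358 and 10 before it. The arrays of the groups lay apart in 449 of the hypermethylated and 11 of the hypomethylated circRNAs. The level of all circRNAs was lower in the 7d group for 11.2%, with a median log2 change of 0.19. The median level of the arrays was 5.31 points higher in the 7d group than in the 3d group (two-sided exact permutation test, p = 0.1, the smallest value possible).

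The largest increases with the arrays apart were those of 2 exonic circRNAs. The level of mmu_circRNA_28863, of Srebf2 on chromosome 15, was 31.3% ± 6.47 (SD, n = 3) in the 7d group and 10.3% ± 1.52 (SD, n = 3) in the 3d group, a log2 change of 1.60 (standard error 0.39, adjusted p = 0.0183). The level of mmu_circRNA_33707, of Scn2a1 on chromosome 2, was 30.6% ± 2.77 and 11.0% ± 1.87, a log2 change of 1.48 (standard error 0.37, adjusted p = 0.0191). The largest decreases were those of mmu_circRNA_43775, an exonic circRNA of Maml2 on chromosome 9, and of mmu_circRNA_017958. For mmu_circRNA_43775 the level was 9.25% ± 2.76 in the 7d group and 18.6% ± 2.74 in the 3d group, a log2 change of -1.04 (standard error 0.39, adjusted p = 0.068). It was no longer called without 3d replicate 1 or 2 or without 7d replicate 1 or 2. For mmu_circRNA_017958 the level in the 7d group was 13.2% ± 0.768, a log2 change from the 3d group of -0.93 (standard error 0.25, adjusted p = 0.0245).

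Without 3d replicate 3, 213 circRNAs were hypermethylated and 29 hypomethylated, and without 7d replicate 3 the counts were 328 and 33. The balance turned around with within-array loess normalization, which gave 18 hypermethylated and 237 hypomethylated circRNAs, and with all spike-in probes of the array, a choice made after seeing the data, which gave 42 and 150. It also did so with each array centered on its median circRNA, where 56 were hypermethylated and 96 hypomethylated. The 3d and 7d arrays lay on one slide but in different rows of it.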

The top 10 hyper and hypo-methylated circRNAs with different treatments were listed as Tables 2–4.

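All 60 entries of Tables 2–4 matched exactly 1 probe each within a relative tolerance of 1e-04 of the listed fold change and P value, and no probe matched in 100 rounds with the P values exchanged between entries. The 56 names belong to 55 probes, since mmu_circRNA_19991 and mmu_circRNA_34924, both of Slc9a2, match the same one. The probes were found through the paper's own numbers, and the values below are those of the limma comparison.

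Of the 60 entries, 59 had a probe past the filter, 47 changed in the listed direction, 25 were past the threshold and 16 passed after Benjamini-Hochberg adjustment. Adjusted over the list alone, 37 passed, but the study chose the list on these samples, so that this count is not independent evidence. In 19 entries the IP channel was not well above background on any array of one of the groups, so that the fold change is not measured on both sides. In 3d vs. sham, all 10 hypermethylated and all 10 hypomethylated entries kept their direction, and 6 and 2 were past the threshold. In 7d vs. sham, 9 hypermethylated entries could be tested and 9 kept their direction, with 3 past the threshold. Of the 10 hypomethylated entries, 2 kept it and 1 was past the threshold. In 7d vs. 3d, 10 hypermethylated entries kept their direction with 9 past the threshold, and 6 hypomethylated ones with 4 past it.

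Among the first entries of each list, mmu_circRNA_24601 of Itsn2 on chromosome 12 had no 3d array with an IP signal well above background. Its fitted level was 33.9% ± 1.02 in the 3d group and 36.8% ± 1.93 in the sham group (adjusted p = 0.488). The level of mmu_circRNA_38065, of Cfap69 on chromosome 5, was 25.6% ± 1.59 (SD, n = 3) in the 3d group and 32.5% ± 1.29 (SD, n = 3) in the sham group, a log2 change of -0.35 (standard error 0.093, adjusted p = 0.0491). That of mmu_circRNA_44763, of Dopey1 on chromosome 9, was 28.3% ± 4.99 and 37.1% ± 2.29, a log2 change of -0.40 (standard error 0.13, adjusted p = 0.0918). Both fold changes were under the threshold and past it with the processed signals of the software, where the log2 changes were -1.33 and -1.30.

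Of the hypermethylated circRNAs of Table 3, mmu_circRNA_23150 of Psme4 on chromosome 11 and mmu_circRNA_38094 of 9330182L06Rik on chromosome 5 had no sham array and 1 array of the 7d group with an IP signal well above background. Their fitted levels were 38.2% ± 4.23 and 38.3% ± 3.97 in the 7d group and 29.1% ± 3.19 and 31.7% ± 1.75 in the sham group, and neither was past the threshold. The level of mmu_circRNA_22281, of Creb3l3 on chromosome 10, was 40.5% ± 3.21 in the 7d group and 27.2% ± 4.53 in the sham group, a log2 change of 0.59 (standard error 0.15, adjusted p = 0.202). It lost the threshold without sham replicate 3, at 0.44, and without 7d replicate 2 or 3, at 0.58 and 0.53. With all spike-in probes the change was 0.42. The hypomethylated circRNAs mmu_circRNA_32468 of Pcgf5 on chromosome 19, mmu_circRNA_19150 of Arid2 on chromosome 15 and mmu_circRNA_43936 of Prdm10 on chromosome 9 had no 7d array with an IP signal well above background, and no fold change is given for them.

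In Table 4, the level of mmu_circRNA_38904, of Uba6 on chromosome 5, was 37.6% ± 4.31 in the 7d group and 17.0% ± 6.36 in the 3d group, a log2 change of 1.22 (standard error 0.43, adjusted p = 0.0555). It was not called without 3d replicate 3 or without 7d replicate 3. The level of mmu_circRNA_19765, of Fam135a on chromosome 1, was 29.9% ± 12.7 and 8.83% ± 1.23, a log2 change of 1.70 (standard error 0.26, adjusted p = 0.00912), and 2 of the 3 arrays of the 7d group gave a value for it in the fit.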

**Figure 3:**
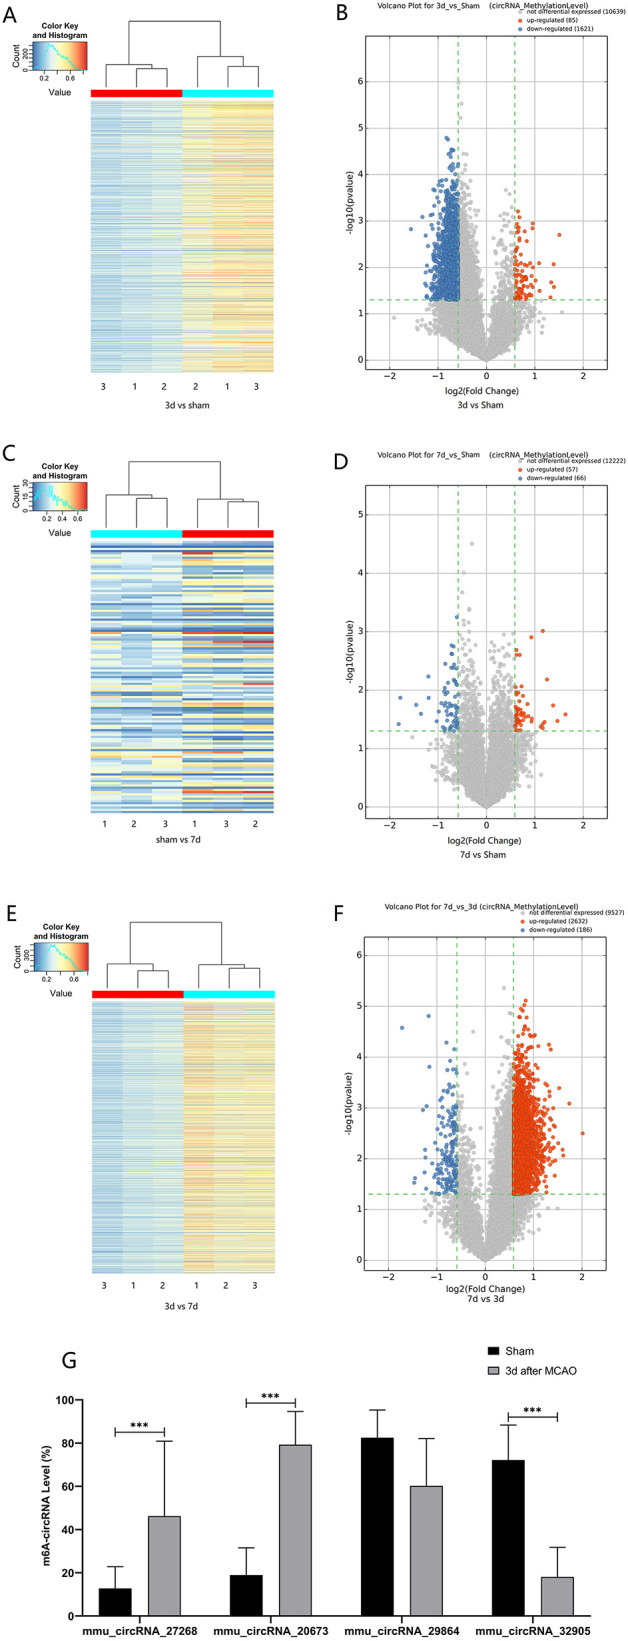
Alteration of m^6^A methylated-circRNAs. Different methylation modification in circRNAs in 3d **(A)** or 7d **(C)** vs. sham and 7d vs. 3d **(E)** are shown in heatmaps. The volcano plots display differentially m^6^A-methylated circRNAs in 3d **(B)** or 7d **(D)** vs. sham and 7d vs. 3d **(F)**: the green line means the screening criteria with fold change >1.5, red dots represent the hypermethylated circRNAs while green dots represent the hypomethylated ones. **(G)** The verified results of mmu_circRNA_27268, mmu_circRNA_20673, mmu_circRNA_32905, and mmu_ circRNA_29864 by MeRIP-qPCR in MCAO and sham groups (MeRIP assays, *n* = 3/group; MeRIP-qPCR, *n* = 6/group). ^*^P < 0.05, ^***^P < 0.001; ns, not significant.

**Table 2:** The top 10 hyper and hypo-methylated circRNAs between 3d vs. sham.

**CircRNA**	**m^**6**^A**	**Fold change**	***P* value**	**Chrom**	**Type**	**Gene**
mmu_circRNA_27268	hyper	2.84197	0.0019873	chr14	exonic	Appl1
mmu_circRNA_009696	hyper	2.61714	0.0085627	chr19	intronic	Malat1
mmu_circRNA_017958	hyper	2.50106	0.0443987	chr10	exonic	Anks1b
mmu_circRNA_000807	hyper	2.14106	0.0320552	chr17	sense overlapping	Rn45s
mmu_circRNA_20066	hyper	2.12641	0.0081174	chr1	sense overlapping	DQ715306
mmu_circRNA_005252	hyper	2.01853	0.019242	chr16	intronic	Cmss1
mmu_circRNA_19450	hyper	1.94602	0.0100234	chr7	sense overlapping	Calm3
mmu_circRNA_43940	hyper	1.94234	0.0011256	chr9	exonic	Arhgap32
mmu_circRNA_007113	hyper	1.94061	0.0265738	chr1	exonic	Rims1
mmu_circRNA_20673	hyper	1.9342	0.0014401	chr1	exonic	Clasp1
mmu_circRNA_24601	hypo	2.9504766	0.0015035	chr12	exonic	Itsn2
mmu_circRNA_38065	hypo	2.5043721	0.0008175	chr5	exonic	Cfap69
mmu_circRNA_44763	hypo	2.4079717	0.0223753	chr9	exonic	Dopey1
mmu_circRNA_38624	hypo	2.391517	0.0020564	chr5	exonic	Tbc1d19
mmu_circRNA_36570	hypo	2.3893449	0.0128245	chr4	exonic	Klhl32
mmu_circRNA_45982	hypo	2.3683147	0.0247834	chrX	exonic	Mid1
mmu_circRNA_45969	hypo	2.3645312	0.0431726	chrX	exonic	Ofd1
mmu_circRNA_39011	hypo	2.3522961	0.0412524	chr5	exonic	Bmp2k
mmu_circRNA_27887	hypo	2.3463249	0.0091444	chr14	exonic	Mtrf1
mmu_circRNA_19997	hypo	2.3328161	0.0451034	chr1	exonic	Mrps9

**Table 3:** The top10 hyper and hypo-methylated circRNAs between 7d vs. sham.

**CircRNA**	**m^**6**^A**	**Fold change**	***P* value**	**Chrom**	**Type**	**Gene**
mmu_circRNA_23150	hyper	3.1009042	0.0259945	chr11	exonic	Psme4
mmu_circRNA_38094	hyper	2.7648072	0.0337221	chr5	exonic	9330182L06Rik
mmu_circRNA_22281	hyper	2.5990145	0.0182551	chr10	exonic	Creb3l3
mmu_circRNA_25983	hyper	2.3819553	0.0065519	chr13	exonic	Larp4b
mmu_circRNA_28128	hyper	2.2970656	0.0351191	chr14	exonic	Itgbl1
mmu_circRNA_28040	hyper	2.2407646	0.0009723	chr14	exonic	Uggt2
mmu_circRNA_23280	hyper	2.2379241	0.0446396	chr11	exonic	Cnot6
mmu_circRNA_36627	hyper	2.2361166	0.0381938	chr4	exonic	Orc3
mmu_circRNA_24182	hyper	2.1735471	0.0422457	chr11	exonic	Acly
mmu_circRNA_38487	hyper	1.916812	0.0307721	chr5	exonic	Trmt44
mmu_circRNA_32468	hypo	3.5205166	0.03799	chr19	exonic	Pcgf5
mmu_circRNA_19150	hypo	3.4371052	0.0134725	chr15	sense overlapping	Arid2
mmu_circRNA_43936	hypo	2.740639	0.0178457	chr9	exonic	Prdm10
mmu_circRNA_19402	hypo	2.5589497	0.0254406	chr5	sense overlapping	Cdk8
mmu_circRNA_45325	hypo	2.2991652	0.0058466	chrX	exonic	Sytl5
mmu_circRNA_27622	hypo	2.2918234	0.0135477	chr14	exonic	Zdhhc20
mmu_circRNA_018245	hypo	2.0415875	0.0340724	chr13	exonic	Nln
mmu_circRNA_19824	hypo	1.981272	0.0231978	chr1	exonic	Adgrb3
mmu_circRNA_006216	hypo	1.9072746	0.0167186	chr12	exonic	Dtnb
mmu_circRNA_20158	hypo	1.8690753	0.0429307	chr1	exonic	Fam126b

**Table 4:** The top 10 hyper and hypo-methylated circRNAs between 7d vs. 3d.

**CircRNA**	**m^**6**^A**	**Fold change**	***P* value**	**Chrom**	**Type**	**Gene**
mmu_circRNA_28863	hyper	4.0392625	0.0031755	chr15	exonic	Srebf2
mmu_circRNA_38904	hyper	3.3380276	0.0008196	chr5	exonic	Uba6
mmu_circRNA_19765	hyper	3.0605701	0.0086643	chr1	exonic	Fam135a
mmu_circRNA_45965	hyper	3.0318816	0.0066543	chrX	exonic	Glra2
mmu_circRNA_33707	hyper	2.8852467	0.000408	chr2	exonic	Scn2a1
mmu_circRNA_42640	hyper	2.8462651	0.0049594	chr8	exonic	Kat6a
mmu_circRNA_30501	hyper	2.7141039	0.0023387	chr17	exonic	Ptchd4
mmu_circRNA_19249	hyper	2.7073051	0.0215567	chr2	sense overlapping	Ola1
mmu_circRNA_19991	hyper	2.6706516	0.0059969	chr1	exonic	Slc9a2
mmu_circRNA_34924	hyper	2.670651559	0.005996879	chr1	exonic	Slc9a2
mmu_circRNA_19150	hypo	3.294895	2.653E-05	chr15	sense overlapping	Arid2
mmu_circRNA_017958	hypo	2.7671474	0.0296858	chr10	exonic	Anks1b
mmu_circRNA_43775	hypo	2.736182	0.0241969	chr9	exonic	Maml2
mmu_circRNA_37703	hypo	2.4422092	0.0010981	chr4	exonic	Ptp4a2
mmu_circRNA_32468	hypo	2.384711	0.0186258	chr19	exonic	Pcgf5
mmu_circRNA_30324	hypo	2.3677878	0.0066817	chr17	exonic	Tsc2
mmu_circRNA_43882	hypo	2.3552045	0.0095023	chr9	sense overlapping	Bmper
mmu_circRNA_28255	hypo	2.3323474	0.0390009	chr15	exonic	Mtmr12
mmu_circRNA_43940	hypo	2.3177426	0.0009251	chr9	exonic	Arhgap32
mmu_circRNA_19555	hypo	2.2504696	1.558E-05	chrX	intronic	XLOC_027457

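Expression was taken as the sum of the normalized IP and Sup intensities and compared in the same way. In 3d vs. sham, 291 circRNAs were up-regulated and 31 down-regulated, and 18 and 1 after Benjamini-Hochberg adjustment, or 8 and 8 by the test that the methods name. In 7d vs. sham, 33 were up-regulated and 449 down-regulated, and 0 and 26 after adjustment, or 0 and 0 by the test that the methods name. The median log2 change of all circRNAs was 0.17 in 3d vs. sham, where 13.6% were lower, and 0.23 in 7d vs. sham, where 25.7% were lower. Relative to the median circRNA, with each array centered on it, 50 circRNAs were up-regulated and 92 down-regulated in 3d vs. sham, and 2 and 758 in 7d vs. sham.

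At the unadjusted threshold, the authors' deposited values moved the number of up-regulated circRNAs in 3d vs. sham most among the alternatives tried, with 2724 up-regulated and 88 down-regulated. For 7d vs. sham, the processed signals with all spike-in probes, chosen after seeing the data, gave 872 and 725. Without 7d replicate 1, 874 circRNAs were up-regulated in 7d vs. sham, without 7d replicate 2 there were 330 and without 7d replicate 3 there were 7. The down-regulated circRNAs of 7d vs. sham numbered 191 without sham replicate 3 and 734 without sham replicate 1. In 3d vs. sham, 577 were up-regulated without sham replicate 3 and 165 without 7d replicate 3, which enters through the spread that all groups share, and 82 were down-regulated without 3d replicate 3.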

As for circRNA expression level, compared with the sham group, numerous circRNAs were differentially expressed, including 163 up-regulated and 289 were down-regulated in the 3d group, while 502 up-regulated and 512 down-regulated in the 7d group. In comparison to the 3d group, 697 circRNAs were significantly increased and 1,012 were decreased in 7 days after MCAO. 

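In 7d vs. 3d, 80 circRNAs were up-regulated and 941 down-regulated, and 13 and 494 after Benjamini-Hochberg adjustment with limma. By the test that the methods name, 37 and 655 passed the threshold and 0 and 0 after adjustment. The arrays of the groups lay apart in 70 of the up-regulated and 834 of the down-regulated circRNAs. The median log2 change of all circRNAs was 0.069, and 40.1% were lower in the 7d group. With quantile normalization, 422 were up-regulated and 335 down-regulated. With the processed signals and all spike-in probes, chosen after seeing the data, the counts were 1178 and 708. Without 3d replicate 3, 19 circRNAs were up-regulated, and without 7d replicate 3 there were 36. Without 3d replicate 1 or 2 there were 196 and 140, and without 7d replicate 1 there were 187.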

Besides, we further explored the relation between methylation and expression (Figures 4A–C). 

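In 3d vs. sham, 76 circRNAs were past the threshold in both methylation and expression, where 6.38 would be if the calls were independent of each other. Of these, 70 were hypomethylated and up-regulated, 1 was hypermethylated and up-regulated, 4 were hypermethylated and down-regulated and 1 was hypomethylated and down-regulated. After Benjamini-Hochberg adjustment of both measures, 2 remained, which were hypomethylated and up-regulated. The hypermethylated and up-regulated circRNA was mmu_circRNA_009696. The hypermethylated and down-regulated ones were mmu_circRNA_43940 and the probes ASCRP4003297, ASCRP4005674 and ASCRP4014035, and the hypomethylated and down-regulated one was ASCRP4004128; these 6 were named after their values were seen. In 7d vs. sham, 23 circRNAs were hypermethylated and down-regulated, where 2.13 would be in both lists by independence, and 0 were in each of the other combinations. After adjustment the number was 0.

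The level and the expression both contain the Sup intensity. With expression taken from the IP channel alone, the 4 combinations of 3d vs. sham, in the order given, held 19, 24, 0 and 34 circRNAs, and 4 circRNAs of 7d vs. sham were hypermethylated and down-regulated. Without 3d replicate 3, 6 circRNAs were hypomethylated and up-regulated in 3d vs. sham, and 14 were hypermethylated and up-regulated. Without sham replicate 3 the first of these numbers was 226. In 7d vs. sham, 135 were hypermethylated and down-regulated without sham replicate 1.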

We found that in 3d group, 24, 0, 3, and 72 circRNAs were hypomethylated-up expressed, hypermethylated-up expressed, hypermethylated-down expressed, and hypomethylated-down expressed respectively, while turned to 8, 0, 5, 2 ones in 7d group. Compared with the 3d group, there were 63 hypomethylated-up expressed, 14 hypermethylated-up expressed, 448 hypermethylated-down expressed and 3 hypomethylated-down expressed circRNAs in 7d group.

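In 7d vs. 3d, 403 circRNAs were past the threshold in both measures, where 40.0 would be by independence. Of these, 398 were hypermethylated and down-regulated, 4 were hypomethylated and up-regulated, 1 was hypomethylated and down-regulated and 0 were hypermethylated and up-regulated. After adjustment of both measures, 193 remained, of which 191 were hypermethylated and down-regulated. The hypomethylated and up-regulated circRNAs were mmu_circRNA_43775, mmu_circRNA_43940 and the probes ASCRP4005674 and ASCRP4001759, and the hypomethylated and down-regulated one was mmu_circRNA_19555; apart from mmu_circRNA_43775, these were named after their values were seen. Across circRNAs, which are not independent replicates, the log2 changes of level and expression had a Pearson correlation of -0.708.

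With expression taken from the Sup channel alone, 461 circRNAs were hypermethylated and down-regulated, and 77 with expression from the IP channel alone. Without 3d replicate 3 the number was 147, and without 7d replicate 3 it was 176. Within-array loess and quantile normalization left 18 in this class and put 173 among the hypomethylated and up-regulated circRNAs.

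**Figure D2:**
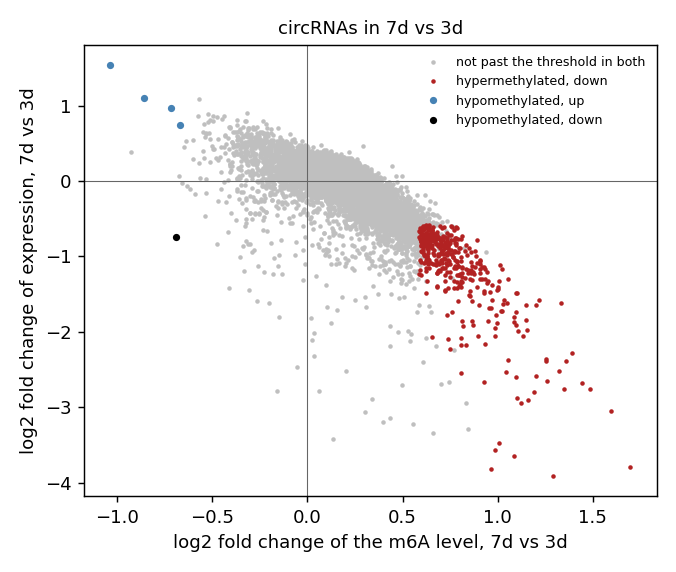
Log2 fold change of expression (IP plus Sup) against log2 fold change of the m6A level for each circRNA in 7d vs. 3d; colored points are past the threshold in both measures. The 398 hypermethylated and down-regulated circRNAs lie at the lower right, the 4 hypomethylated and up-regulated ones at the upper left, and the hypomethylated and down-regulated one at the lower left.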

**Figure 4:**
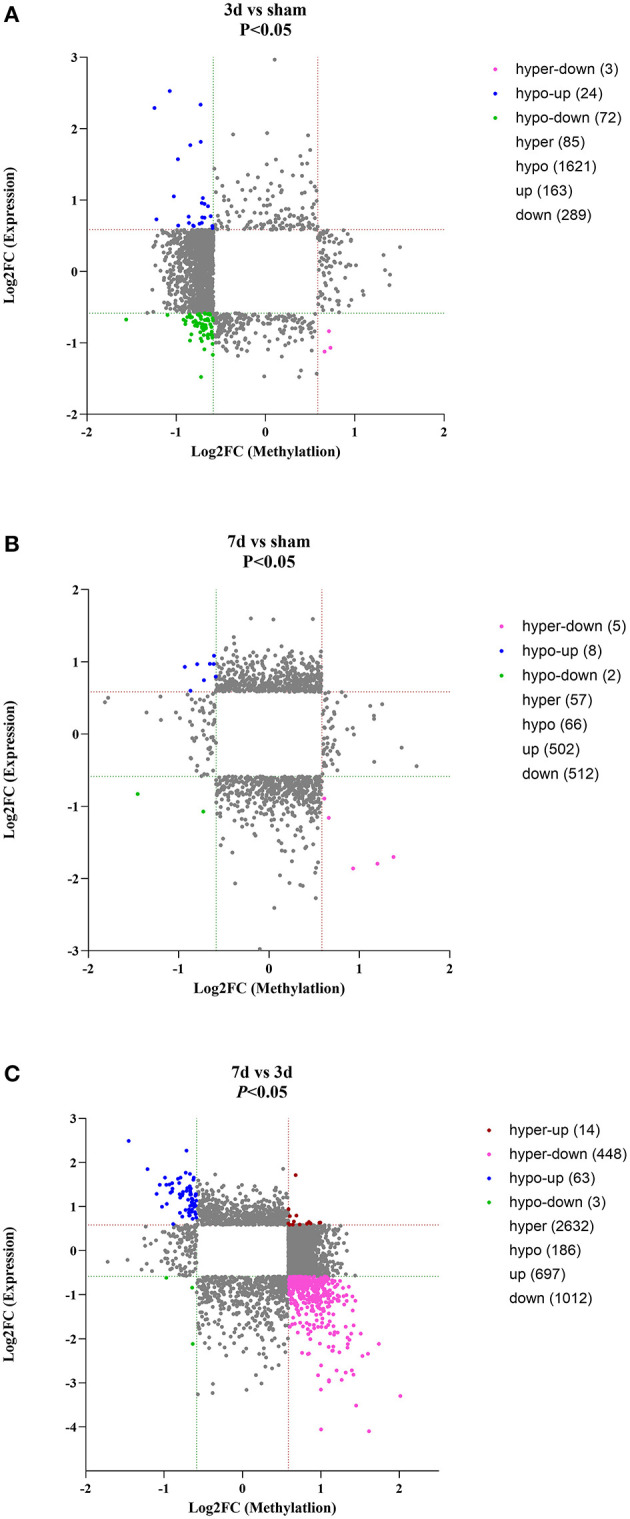
Conjoint analysis for expression and m^6^A methylation profiles of circRNAs around the infarct cortex in 3d vs. sham **(A)**, 7d vs. sham **(B)**, and 7d vs. 3d **(C)**.

### Verification of the Change in m^6^A Levels of CircRNAs After Cerebral Infarction

Post-stroke alterations of m^6^A modifications demonstrated by m^6^A immunoprecipitation and microarray analysis were confirmed by MeRIP-qPCR. In comparison with the sham group, the methylation levels of mmu_circRNA_27268 and mmu_circRNA_20673 were significantly up-regulated in the 3d group, while mmu_circRNA_32905 was hypomethylated. 

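On the arrays, the IP signal of mmu_circRNA_27268, an exonic circRNA of Appl1 on chromosome 14, was well above background on all 3 arrays of the 3d group and on 0 arrays of the sham group. The fitted level was 32.7% ± 1.03 (SD, n = 3) in the 3d group and 29.0% ± 1.28 (SD, n = 3) in the sham group (adjusted p = 0.382), and the circRNA was not past the threshold. For mmu_circRNA_20673, an exonic circRNA of Clasp1 on chromosome 1, the level was 35.0% ± 0.702 in the 3d group and 28.3% ± 0.849 in the sham group. Its log2 change was 0.31 (standard error 0.10, adjusted p = 0.0952), higher on all 3 arrays than on any sham array, and under the fold change threshold. With the processed signals of the software, mmu_circRNA_20673 was past the threshold, with a log2 change of 0.95. With the shifts of the deposited table applied to the intensities, an alternative chosen after seeing the data, its log2 change was -0.0029. The probes of mmu_circRNA_32905 and mmu_circRNA_29864 were not identified here, and the MeRIP-qPCR values were not analysed here.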

Although the difference in methylation of mmu_ circRNA_29864 was not statistically significant, there was a downward trend. In general, the validation data was consistent with the m^6^A immunoprecipitation and circRNA microarray analysis (Figure 3G).

### Functional Prediction for Parental Genes of Differentially m^6^A-Modified CircRNAs

To understand the significance of the m^6^A modification in the pathology of cerebral ischemia, GO and KEGG analyses were performed to compare the parental genes of differentially m^6^A-modified circRNAs at 3d or 7d after cerebral infarction. The top 10 most significant enrichment scores in biological processes (BP), cellular components (CC), and molecular functions (MF) are displayed in the histograms (Figures 5A–F). With the development of cerebral ischemia, the BP for hypermethylated circRNAs was established for localization in cells and cellular localization at 3 days after ischemia onset, which displayed a transition to meiotic telomere clustering and establishment of the blood-brain barrier at 7 days after MCAO. Analogously, CC showed enrichment of major synapses and cellular junctions at 3d group, which shifted to integral components of the postsynaptic density membrane at 7d group. We observed the involvement of the glutamate receptor, GTPase activator, single-stranded telomeric DNA binding, and phosphotransferase activity in MF. As for the hypomethylated circRNAs, BP, CC, and MF enrichment concentrated mainly on cellular processes, intracellular, and binding at 3 days after MCAO, which changed to protein ubiquitination, ubiquitin ligase complexes, and ubiquitin-like protein ligase activity at 7 days after MCAO.

**Figure 5:**
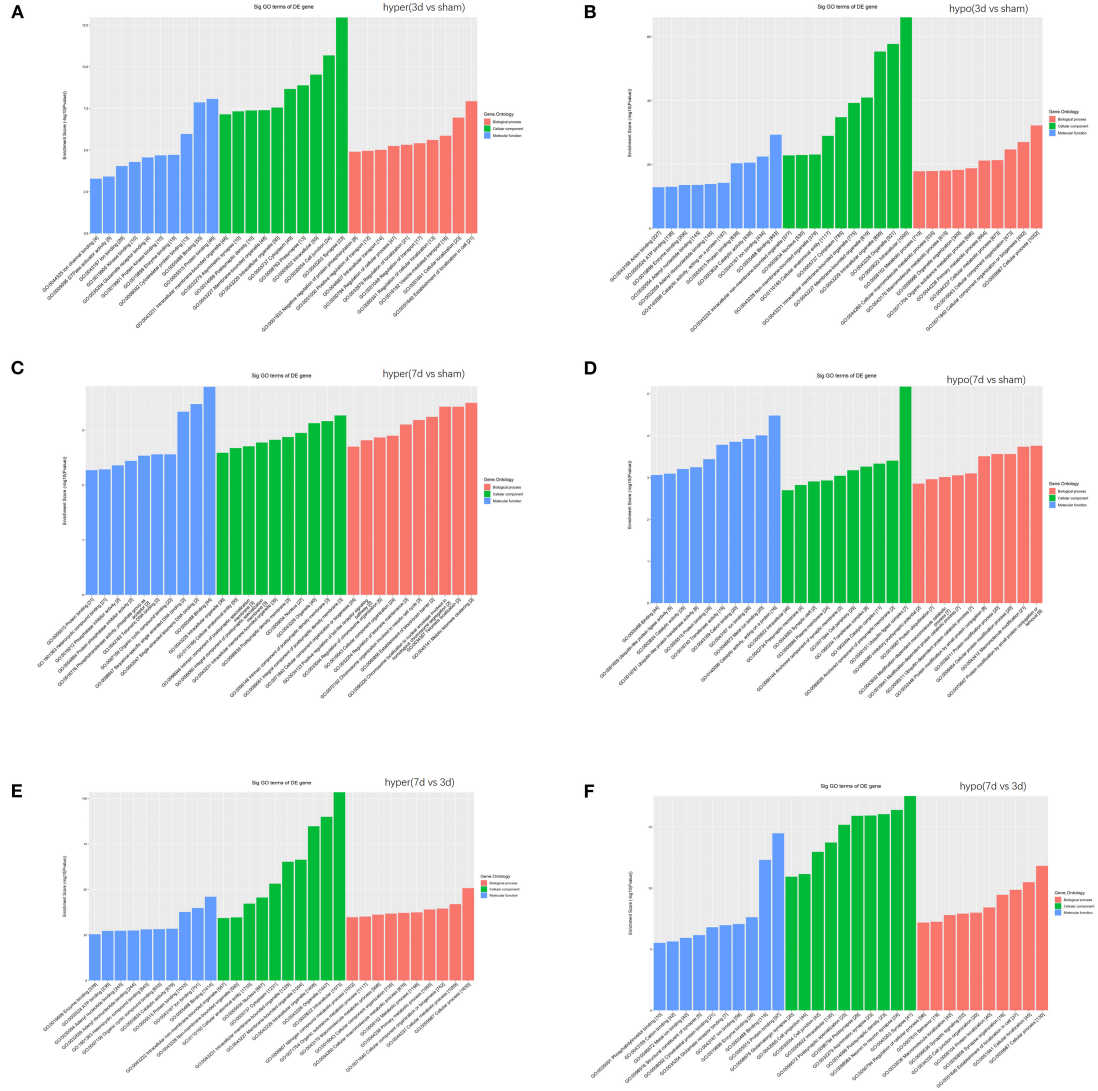
Function analyses of the parent genes of differentially m^6^A-modified circRNAs. Function analyses of the parent genes of significantly hypermethylated and hypomethylated circRNAs around the infarct cortex in 3d vs. sham **(A,B)**, 7d vs. sham **(C,D)**, and 7d vs. 3d **(E,F)**.

### Pathway Prediction for Parental Genes of Differentially m^6^A-Modified CircRNAs

KEGG analysis demonstrated the most enrichment pathways (Figures 6A–C). Compared with the sham group, various pathways including Hippo, neurotrophin, ubiquitin-mediated proteolysis, and axon guidance signaling were the major enrichment pathways at 3 days after MCAO, then turned into phosphorylated inositol signaling, ubiquitin-mediated proteolysis, and the glutamatergic synapse pathway at 7 days after MCAO. As for differentially m^6^A-modified circRNAs between 7d and 3d groups, the pathways mainly enriched in adherens junction, phosphatidylinositol signaling system, AMPK signaling pathway, and glutamatergic synapse.

**Figure 6:**
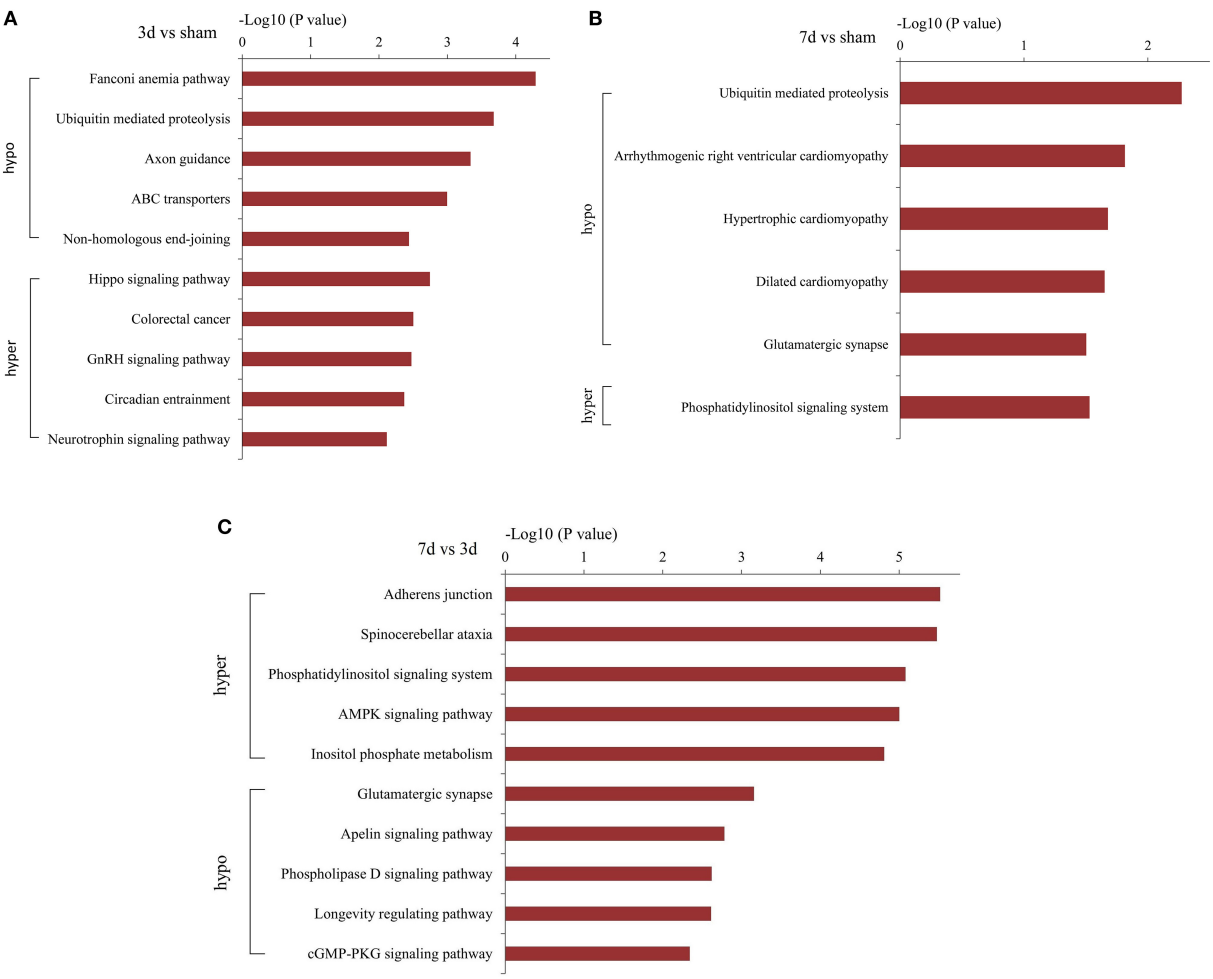
Pathway analyses of the parent genes of differentially m^6^A-modified circRNAs. Pathway analyses of the parent genes of significantly hypermethylated and hypomethylated circRNAs around the infarct cortex in 3d vs. sham **(A)**, 7d vs. sham **(B)**, and 7d vs. 3d **(C)**.

### The Interaction of CircRNA-miRNA-mRNA

Recent evidences have demonstrated that circular RNAs play a crucial role in regulating the level of miRNA-mediated gene expression by sequestering the miRNAs. Their interaction with disease-associated miRNAs indicates that circular RNAs are important for disease regulation. Ten most significant miRNAs were predicted for three verified m^6^A-circRNAs, and the binding sites were shown in Figure 7. At the same time, we predicted 273 target genes of miRNA and constructed the circRNA-miRNA-mRNA network (Figure 8A). GO analysis indicated that the top ten results of the BP, CC, and MF of target genes were almost related to calcium ion, and the most significant enrichment functions, respectively, were calcium ion transmembrane transport, voltage gated calcium channel complex, and voltage-gated calcium channel activity (Figure 8B). KEGG of target genes revealed the MAPK signaling pathway, focal adhesion, axon guidance, glutamatergic synapse, long-term potentiation, neurotrophin signaling pathway, and PI3K-Akt signaling pathway were mainly enriched pathways (Figure 8C).

**Figure 7:**
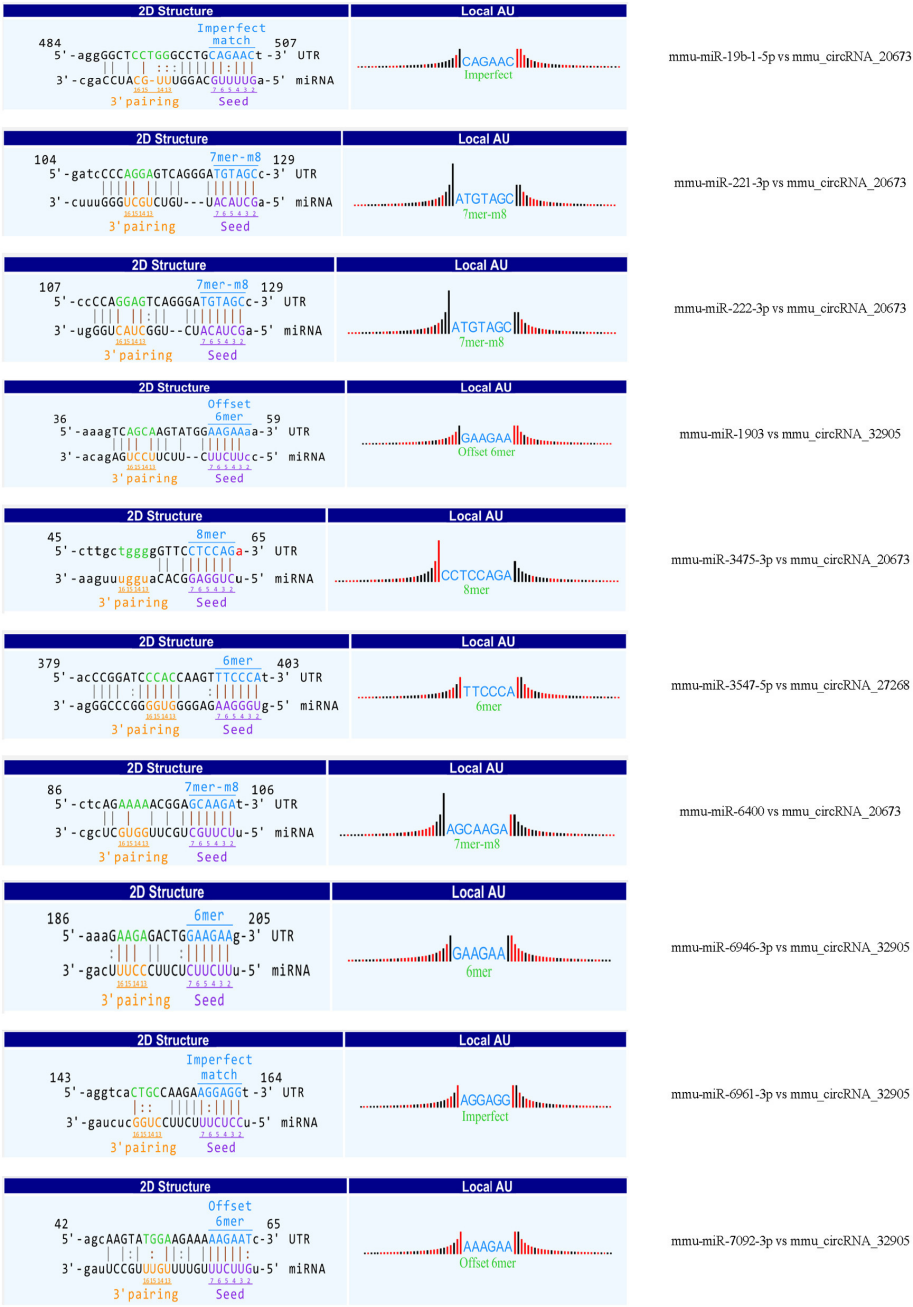
The predicted binding sites between three verified differentially m^6^A-modified circRNAs and ten miRNAs.

**Figure 8:**
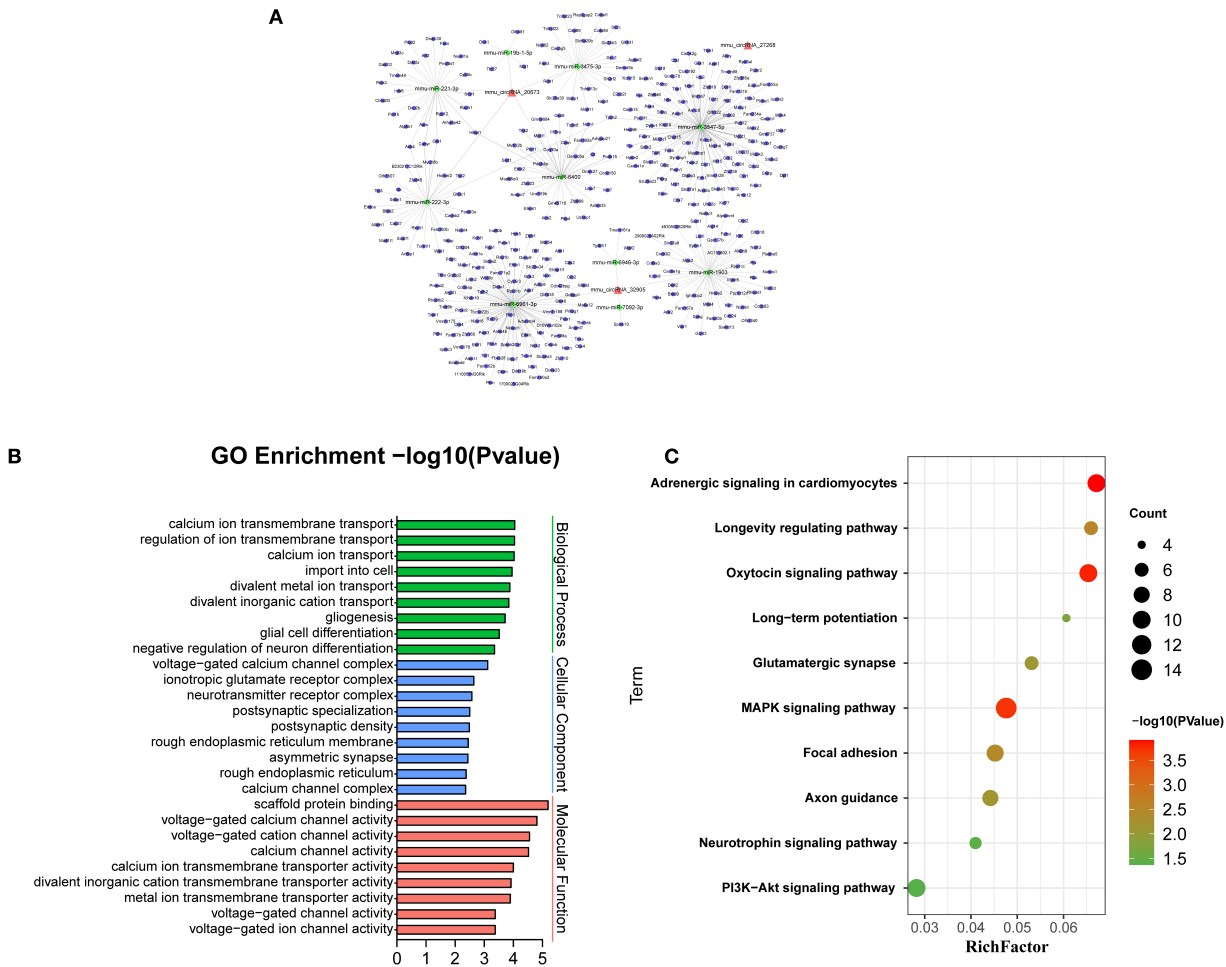
Bioinformatics analysis for target genes of three verified differentially m^6^A-modified circRNAs. **(A)** The circRNA-miRNA-mRNA network contains 3 circRNAs, 10 miRNAs, and 273 mRNAs. **(B)** The top ten most enriched functions of the target genes. **(C)** The top ten most enriched pathways of target genes.

## Discussion

It's reported that different pathophysiological processes occur after 3d and 7d of cerebral infarction (F. Zhang et al., 2019), and we took 3d and 7d as time points to explore the dynamic change of m^6^A level after cerebral infarction. Our research suggests that stroke alters the methylation status of circRNAs dynamically. To our knowledge, this is the first study to explore methylation of circRNAs around the cerebral infarct region after MCAO in mice. And we found that the mRNA levels of m^6^A-related enzymes were significantly altered, which were supposed to be a contributing factor of the alteration in methylation of circRNAs. Additionally, we further showed that ALKBH5 and YTHDF3 proteins were changed at different times after stroke. The bioinformatics analysis showed that the differentially methylated circRNAs may act in some pathological molecular events after cerebral ischemia.

Notably, the methylation of circRNAs acts as a regulator of other diseases. It has been reported that decreased m^6^A abundance of methylated circRNAs can be observed in senile cataract and hypoxia-induced pulmonary hypertension (Li et al., 2020; Su et al., 2020), while the abundance is increased in some cancers (He et al., 2021). Therefore, the pathophysiological process of diseases may be related to an imbalance in the N6-methylation of adenosine in circRNAs. Recent studies have shown that stroke significantly changes the global level of m^6^A in peri-infarct tissue, and enzymes associated with the m^6^A modification are believed to mediate post-stroke secondary brain damage by participating in apoptosis and inflammation (Chokkalla et al., 2019; Si et al., 2020; Zhang et al., 2020).

Our results also indicated that the transcripts of these enzymes were differentially expressed between the sham and the MCAO groups, which implies that the homeostasis of m^6^A may change after stroke. Interestingly, the transcription level of the demethylase FTO decreased significantly at 3 days after MCAO compared with the sham group, while it increased significantly at 7d after MCAO compared to the 3d group. This indicates that FTO is decreased in the short term after stroke, which was confirmed by a recent report (Chokkalla et al., 2019). In the brain, FTO and ALKBH5 are predominantly expressed in neurons and increase dynamically during neural development, leading to the proliferation and differentiation of neural stem cells (Li et al., 2017; Chokkalla et al., 2019; Du et al., 2020). Studies have shown the protective role of FTO in proving brain damage and myocardial inflammation by regulating the m^6^A level (Chokkalla et al., 2019; Dubey et al., 2022). Another study suggested that FTO can increase lipid levels, which leads to a decrease in adenosine, an important factor that promotes neuronal apoptosis. Therefore, FTO deficiency can lead to adenosine accumulation, resulting in neuronal apoptosis (Gao et al., 2020). Although ALKBH5 has been reported to selectively demethylate BCL2 transcripts, which can prevent the degradation of BCL2 mRNA, enhance the expression of the anti-apoptotic BCL2 protein, and inhibit neuronal apoptosis (Xu et al., 2020), the role of ALKBH5 is less to know. Our study showed that ALKBH5 protein decreased in 3d group but increased in 7d group, suggesting that it could be one of the potential targets for treatment of stroke, and increases in demethylase may improve cerebral infarction by changing the m^6^A modification. Additionally, YTHDF3 also showed the same trend as ALKBH5, and the latest study showed that YTHDF3 and ALKBH5 were involved in synaptic plasticity (Martinez De La Cruz et al., 2021). However, the specific mechanisms require further study.

Recently, research on m^6^A has focused on the transcription and post-transcriptional processes of mRNAs. Although great progress has been made with mRNAs (Niu et al., 2013), the mechanisms involved in the m^6^A methylation in non-coding RNAs, especially circRNAs, are still poorly understood. Limited research has shown that the m^6^A modification regulates the biogenesis, degradation, stability, translation, and immunogenicity of circRNAs (Chen et al., 2017, 2021; Knuckles and Buhler, 2018; Park et al., 2019; Di Timoteo et al., 2020). CircRNA is produced by selective reverse splicing of primary transcripts, interestingly, the deposition of specific exon regions with m^6^A was suggested to facilitate this process, resulting in the formation of some circRNAs (Di Timoteo et al., 2020). As an m^6^A reading protein, YTHDF2 is known as a degradation tool of mRNAs. YTHDF2 was later found to combine with RNase P/MRP to recognize the degradation of circRNAs with the m^6^A modification (Park et al., 2019). One study showed that circRNAs containing m^6^A motifs were translated in a cap-independent manner, and translation efficiency was related to m^6^A levels levels (Knuckles and Buhler, 2018; Di Timoteo et al., 2020). These pieces of evidence show that the m^6^A modification may act not only on post-transcriptional regulation of mRNAs, but also on circRNAs. Another special regulatory mechanism of m^6^A modification of circRNAs has been demonstrated. Exogenous circRNAs that activate immune responses are thought to be “circFOREIGN”; however, the m6A modification masks them as “circSELF”, which greatly reduces their immunogenicity modifications can directly change the abundance of circRNAs by regulating their biogenesis, degradation, and stability, as well as alter the characteristics of circRNAs, such as their immunogenicity. These studies have demonstrated the potential functions of m^6^A-modified circRNAs in disease regulation.

MeRIP combined with microarray analysis revealed that the m^6^A modification was altered in a considerable number of circRNAs at 3 and 7 days post-cerebral infarction compared with the sham group. In the early stage after cerebral infarction, the majority of circRNAs were hypomethylated, while the circRNAs were hyper-and hypomethylated to same extent in the later stage. Our results indicated that m^6^A methylation was a dynamic process after stroke. 

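The changes of the methylation level in 7d vs. 3d were opposite to those in 3d vs. sham for many circRNAs. Across circRNAs, which are not independent replicates, the log2 changes of these comparisons had a Pearson correlation of -0.819. A total of 168 circRNAs were called in both, all in opposite directions, and 0 in the same direction. Both comparisons use the 3d arrays, and this alone gives a negative correlation. In 100 simulations with no difference between the groups, made from random combinations of the deviations between replicates, the median correlation was -0.519 and 17 simulations were at or below the value of the arrays. These simulations had a median of 0 and at most 104 circRNAs called in opposite directions, and at most 0 in the same direction. The changes in 3d vs. sham and 7d vs. sham, which share the sham arrays, had a correlation of 0.337. In the simulations the median of this correlation was 0.651, and 71 were at or above the value of the arrays. From the majority of hypomethylated circRNAs in the early stage and the like extent of hyper- and hypomethylation in the later stage, the paper describes m6A methylation as a dynamic process after stroke.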

Abnormal methylation of circRNAs was supposed to affect multiple molecular events that lead to secondary injury after ischemia. Numerous circRNAs, such as circTTC3, circCCDC9, and circTLK, have been found to regulate autophagy, nerve regeneration, axonal plasticity, and the blood-brain barrier after cerebral infarction (Wu et al., 2019, 2020; Chen et al., 2020; Yang et al., 2020, 2021), and correcting their dysregulation improved the brain damage.

However, the upstream regulatory mechanisms of these circRNAs are not well-known. Interestingly, N6-methylation of adenosine alters the abundance of circRNAs by regulating their generation and degradation (Park et al., 2019; Di Timoteo et al., 2020). Therefore, changing the methylation status may correct the level of circRNAs and affect their functions in cerebral ischemia. Our conjoint analysis of circRNAs' expression and m^6^A methylation profiles screened all circRNAs changed in both methylation and expression levels. 

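Of the 322 circRNAs whose expression changed in 3d vs. sham, 71 were also called hypomethylated and 5 hypermethylated. The level was lower in the 3d group in 272 of them (84.5%), past the threshold or not. Turned around, expression was higher in the 3d group in 172 of the 189 hypomethylated circRNAs and lower in 27 of the 53 hypermethylated ones. With all spike-in probes of the array in place of the 10, a choice made after seeing the data, 7 circRNAs were hypomethylated and up-regulated and 25 hypermethylated and down-regulated in 3d vs. sham. With within-array loess and quantile normalization these numbers were 2 and 9.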

We found that the differentially expressed circRNAs mainly shows hypomethylation at 3 days after MCAO. However, the trend of methylation and expression seems to be opposite at 7 days after MCAO. The hypermethylated circRNAs were mainly down-expressed, while the hypomethylated ones were up-expressed. 

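At 7 days, all 51 circRNAs that were hypermethylated compared with the sham group had a lower expression than in the sham group, past the threshold or not, as had all 465 that were hypermethylated in 7d vs. 3d. Expression was higher in 1 of the 3 hypomethylated circRNAs of 7d vs. sham and in 10 of the 13 of 7d vs. 3d. Of the 482 circRNAs whose expression changed in 7d vs. sham, the level was lower in 23.9%, and of the 1021 in 7d vs. 3d it was lower in 11.4%.

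A negative relation between level and expression was also found between replicates of one group. Across circRNAs, the differences in level and in expression between 2 arrays had a Pearson correlation with a median of -0.31 over the 9 pairs of arrays within a group (range -0.854 to 0.265, below 0 in 8 pairs). Over the 9 pairs of a 7d and a 3d array the median was -0.448 (range -0.881 to -0.218), and over the 9 pairs of a 7d and a sham array it was -0.139 (range -0.76 to 0.494).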

Our study indicated that the methylation level and abundance of circRNAs are not the only relationship. Other research also reported that increasing methylation levels can both increase or decrease the expression of circRNAs (Park et al., 2019; Su et al., 2020; Chen et al., 2021). It will be necessary to investigate the specific mechanisms that alter m^6^A-modified circRNAs in the pathological process after stroke.

CircRNA is derived from the precursor of mRNA. Thus, it can make great significance in pathophysiological process of diseases by regulating its parental gene. To further determine the function of differentially methylated circRNAs around cerebral infarction, we conducted the bioinformatics analysis. Our genomic analysis showed that BP and CC terms were involved in cell localization and intracellular transition at 3 days after MCAO, and shifted to the establishment of the blood-brain barrier and protein ubiquitination at 7 days after MCAO. Moreover, MF term happened the transition of glutamate receptor to phosphotransferase activity. Our results show that the secondary changes after stroke mainly occur from early nerve injury to late brain repair, indicating that differentially methylated circRNAs may regulate these pathological processes. In addition, previous research displayed that cerebral ischemia caused oxidative stress, neurovascular regeneration, and synaptic formation (Mehta et al., 2007). In our study, numerous signaling pathways, including ubiquitin-mediated proteolysis, axon guidance, hippo, neurotrophin, glutamatergic synapse, adherens junction, and phosphatidylinositol signaling, were significantly enriched. These pathways regulate the processes of oxidative stress, nerve regeneration, angiogenesis, synaptic formation, and plasticity after cerebral ischemia (Reichardt, 2006; Ding et al., 2014; Zhao et al., 2016). Glutamate is an excitatory neurotransmitter that mediates excitatory synaptic transmission. During cerebral ischemia and hypoxia, glutamate is released in large quantities, which over-activates glutamate receptors, leads to excessive Ca^2+^ influx, and causes brain damage and neuronal death (Mayor and Tymianski, 2018), a major cause of secondary brain injury. Therefore, understanding the regulation mechanism of m^6^A-modified circRNAs in the glutamate signaling pathway might be helpful for better intervention and prognosis and reduces secondary brain injury after stroke.

CircRNA can act as a sponge of miRNA to reduce the inhibitory effect of miRNA on mRNA to promote the expression of mRNA (Wu et al., 2019). Therefore, we selected the verified circRNAs to predict the network of circRNA-miRNA-mRNA. BP, CC, and MF show the predicted mRNAs mainly involve calcium ion transmembrane transport, voltage-gated calcium channel complex, voltage-gated calcium channel activity. Research shows calcium overload occurs in damaged neurons to mediate mitochondrial swelling injury and neuronal necrosis in the peri-ischemic cortex (Pivovarova and Andrews, 2010). It is reported that target genes cacna1g, tpcn2, panx1, and Fyn are involved in pathophysiological processes such as neuroexcitatory conduction, autophagy, inflammation, and synaptic plasticity in cerebral infarction (Shin et al., 2008; Shestopalov and Slepak, 2014; Guo et al., 2020; Rajani et al., 2021). In addition, 10 miRNAs have been predicted in our circRNA-miRNA-mRNA network. At present, little research has focused on these miRNAs. Interestingly, mmu-mir-3547-5 has been reported to play an important role in anti-atherosclerosis, and atherosclerosis is related to the pathogenesis of cerebral infarction (Zhang et al., 2018). In this network, mir-3547-5p and tpcn2 were the downstream targets of mmu_circRNA 27268 and mmu-mir-3547-5p, respectively. Therefore, we speculated that the mmu_circRNA 27268, mir-3547-5p, and tpcn2 may form a network axis, and participate in the pathological process of cerebral infarction by regulating calcium overload.

## Conclusion

In summary, this study is the first to show changes of m^6^A methylation in circRNAs in cerebral infarction. The bioinformatics analysis predicted the possible functions and related pathways of m^6^A modified-circRNAs in secondary injury and the repair of cerebral infarction. However, understanding how the methylated circRNAs regulate the post-stroke pathophysiological mechanism will require further investigation. Our results provide new insights into the molecular mechanism of ischemia stroke.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE196448.

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Use Committee of the Shenzhen Hospital of Southern Medical University.

## Author Contributions

FL and LL conceived and designed the study and interpreted experiments. YL performed the experiments and wrote the manuscript. HL performed the experiments. YL, XL, ZC, and WZ analyzed the data. All authors read and approved the final submission.

## Funding

This study was supported by the grants from the Science and Technology Project of Shenzhen (JCYJ20190814112201888), Sanming Project of Medicine in Shenzhen (SZSM201812047), Shenzhen Key Medical Discipline Construction Fund (SZXK074), and Guangdong Basic and Applied Basic Research Foundation (2018A030313586).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

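RNA from the cortex around the infarct 3 and 7 days after MCAO, and from sham-operated mice, was measured in 3 samples per group. Each sample gave an IP and a Sup fraction, which were labeled with Cy5 and Cy3 and hybridized to one array, so that there were 9 arrays in all. Samples were grouped by the titles of the deposited records, and the day on which the sham mice were sampled was not used. The descriptions of 7d replicate 2, 7d replicate 3 and sham replicate 3 carry another replicate number than their titles. The numbers of the titles were used. The groups are the same either way, but the checks of pairing and the replicate block rest on these numbers.

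The scanner intensity values were deposited by the authors as read by Agilent Feature Extraction 11.0.1.1, per the file headers, with the median pixel intensity, the local background, a processed signal and marks for each spot in both channels. The log2 values of the deposited table were made by the authors from the processed signals, with a constant subtracted from each channel of each array as spike-in normalization. This was checked on the values: with the mean of 10 of the 102 spike-in probes as the constant, the table was recovered with a largest difference of 5.6e-10. With all spike-in probes the largest difference was 4.07, and the constants of 1000 random sets of 10 probes differed by at least 0.775. The 10 probes were identified from these constants and not from any comparison of the groups. The table lists 12251 of the 14236 circRNA probes.

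The main values were computed from the scanner intensities with R 4.3.3, limma 3.58.1 and jsonlite 2.0.0. The median pixel intensity was used because the files hold no mean intensity, which had been the choice before the data were examined. The background was removed with the normexp method of limma and an offset of 50 on all spots of the array. Spots marked as non-uniform or population outliers were then left out, which left 139 missing values in 112 of the tested probes. Spots of one probe were averaged, with 3 spots for a spike-in probe and 10 for an mRNA probe, and 14 control circRNA probes were not used. Each channel of each array was shifted on the log2 scale to the same mean over the 10 spike-in probes. A circRNA probe was tested if it was well above background in both channels on at least 3 of the 9 arrays, which 12211 probes were, and 2025 were left out. No circRNA spot was saturated. The median circRNA intensity divided by the median background was between 2 and 2.43 in the IP channel and between 3.29 and 4.65 in the Sup channel. The number of arrays limits the precision of every value.

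The methylation level was the IP intensity divided by the sum of IP and Sup, and expression was that sum. The log2 values of all 9 arrays were fitted together with limma (lmFit and eBayes), and the groups were compared in 3d vs. sham, 7d vs. sham and 7d vs. 3d. A circRNA was called at a fold change above 1.5 and an unadjusted P below 0.05, as in the paper, and the count after Benjamini-Hochberg adjustment is given beside it. The median level of an array was compared by a two-sided exact permutation test, in which the smallest p of 3 arrays against 3 is 0.1. The processing was tested on simulated data with 200 circRNAs changed by a log2 value of 1 in the level. The fit alone called 99.7% of them. From simulated intensities, 40.0% were called with the offset of 50, at a median estimate of 0.51, and 100% without the offset, at a median estimate of 1.37.

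The circRNAs named at a conclusion were chosen by a rule set before the data were examined. They are the 2 largest increases and the 2 largest decreases of each comparison among the called circRNAs whose 3 arrays of one group all lay on one side of those of the other, those tested by MeRIP-qPCR, and the first 3 of each direction in Tables 2–4. The whole of these tables is given as a tally. The files give probe identifiers, and names were joined by matching the fold change and P value that the paper lists, calculated as in its methods from the processed signals, scaled as in the deposited table. The deposited table itself lists the probes of 53 of the 60 entries. The genes and chromosomes are those of the paper. Where the IP signal of a group was not well above background on any array, no fold change is given at the conclusion. The log2 changes computed for such circRNAs under the alternatives are listed with the dependence on the processing and with the differences from the paper, and they are not measured on both sides.

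The choices of the main processing and 16 alternatives were set before the data were examined. These were each array centered on its median circRNA, within-array loess for methylation with quantile normalization for expression, no background correction, the processed signals in place of normexp, 3 other filters, the deposited values, the methods' t-test, a fit of only the 6 arrays compared, adjusted P values, the replicate number as a block, the slide as a block, log2(IP/Sup) in place of the level, and expression from the Sup or the IP channel alone. Leaving out each array in turn was also set then. A further 6 were chosen after seeing the data. These were all spike-in probes, the spike-in probes well above background on all arrays, the shifts of the deposited table, normexp without the offset, the processed signals with all spike-in probes, and the study's calculation on the deposited values. The last used the t-test and the ratio of mean levels for methylation, and the t-test on quantile-normalized sums for expression. The methods of the paper do not name that quantile normalization.

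The 3d and 7d arrays lay on one slide, in different rows, and the sham arrays on the other, so that the slide as a block could not be fitted for a comparison with the sham group. The paper's text does not name samples of different groups that carry the same replicate number as pairs, and the main fit has no block for it. The values were checked for pairing, with a correlation over 0.1 in all 3 pairs as the criterion. After the group means were removed, the correlation across circRNAs for 3d and sham was 0.4, 0.209 and 0.456 in the level and 0.56, 0.234 and 0.53 in expression. For 3d and 7d it was 0.128, 0.255 and 0.334 in the level, and for 7d and sham 0.00396, -0.0127 and 0.0354. In expression, the pairs with a 7d array all had correlations below 0, the lowest at -0.596. The criterion was met for 3d and sham, and for 3d and 7d in the level. It rests on same-numbered arrays only, and the median Sup intensity rose with the replicate number in every group, so that it does not establish paired samples. The MeRIP-qPCR, RT-qPCR, staining, Western blot, enrichment and miRNA results were not analysed here.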

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

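The tests of the choice of the spike-in probes, of the row of the slide and of the mRNA probes were chosen only after the result was seen. The test of 7d replicate 3 and those of the relation between level and expression were planned. Single arrays were not tested for lying apart from their group, since groups of 3 are too small for such a test.

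The methylation level differed between the 7d and 3d groups, the time points after MCAO, for 409 circRNAs after Benjamini-Hochberg adjustment, of which 401 were higher and 8 lower in the 7d group. By the methods' t-test, 86 and 0 passed after adjustment. This is a test of the difference between the 2 time points itself. The paper compares the same time points, but with its own values and an unadjusted P below 0.05. The array 7d replicate 3 does not account for it by itself: without it, 328 circRNAs were hypermethylated and 33 hypomethylated at the unadjusted threshold, where 465 and 13 were with all arrays. Without 3d replicate 3 the counts were 213 and 29. That array carried more of the difference, and most of the called circRNAs were still hypermethylated without it. The choice of the spike-in probes remains a candidate explanation for the direction, because with all spike-in probes of the array 21.9% of the called circRNAs were hypermethylated, where 97.3% were with the 10. The row of the slide and the group cannot be told apart, since 0 groups had arrays in both rows of a slide. Of the 10 splits of these arrays, 1 gave as many hypermethylated circRNAs, the real one, and 4 as many hypomethylated ones. The other 9 gave at most 19 circRNAs in either direction. The same-numbered arrays of 3d and 7d resembled each other in the level, and 4 of the splits part all of these pairs. Of these, 1 gave as many hypermethylated circRNAs and 1 as many hypomethylated ones, the real split, and the other 3 gave at most 9 in either direction. The real split is always 1 of these few, so that the number of splits cannot exclude chance for either direction. For the hypermethylated circRNAs, the real split gave 465 and the others at most 19. The size of such a count adds little. Splits of the 3d and sham arrays other than the real one gave up to 204 hypomethylated and 169 hypermethylated circRNAs. The 401 and 86 hypermethylated circRNAs that passed after adjustment argue against chance alone. For the hypomethylated ones, 8 and 0 passed, and chance stays open. A difference between the stages after infarction stays open and was not tested apart from these.

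Expression differed between the 7d and 3d groups for 507 circRNAs after adjustment, of which 13 were higher and 494 lower in the 7d group. By the methods' t-test, 0 and 0 passed after adjustment, from 37 and 655 at the unadjusted threshold. Most of the hypermethylated circRNAs were also down-regulated, 398 of 465. The tables argue against the shared Sup intensity as the whole cause of this overlap, since 77 circRNAs were hypermethylated and down-regulated with expression from the IP channel alone, and 1 was hypomethylated and down-regulated. They leave open a link between the 2 measures that is there without any treatment: between replicate arrays of one group, the median correlation of their differences was -0.31, which may carry part of the overlap. Of the 10 splits, 5 gave as many up-regulated circRNAs, 1 as many down-regulated ones and 1 as many changed in both measures. Chance cannot be excluded with so few splits. Without 3d replicate 3, 647 circRNAs were down-regulated and 147 were hypermethylated and down-regulated, where 941 and 398 were with all arrays. With within-array loess and quantile normalization, 422 were up-regulated and 335 down-regulated, so that the balance of directions also depends on the scaling. A biological difference between the time points stays open.

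The mRNA probes of the array, which the paper does not report on, moved with the group. According to the paper's methods, linear RNA was removed with RNase R before labeling. What these probes read was not established here, so that their level is not taken as the methylation of mRNA. Of the 40 mRNA probes that passed the filter, the level was higher in the 7d group than in the sham group in 38, with a median log2 change of 0.173 (standard error 0.0201), and their median level was 39.7% in the 7d group and 35.0% in the sham group. None was past the threshold in limma, and 15 had an unadjusted P below 0.05. One scale per array that moves all kinds of probes alike stays open for 7d vs. sham. The median log2 ratio of IP to Sup of the mRNA probes of an array, less that of its circRNA probes, differed by 0.0191 between these groups (standard error between arrays 0.0385). After centering each array on its median circRNA probe, the level of 21 mRNA probes was higher and that of 19 lower. With all spike-in probes the change was 0.0677. At 3 days, compared with the sham group, the level of 33 of the 40 was lower, with a median log2 change of -0.118. There, the ratio of the mRNA probes less that of the circRNA probes differed by -0.104 (standard error between arrays 0.0157). It was -0.0209, -0.0125 and -0.0349 on the 3d arrays and 0.101, 0.0892 and 0.0536 on the sham arrays. A shift equal for all probes would leave no such difference. But the mRNA and circRNA probes were not matched for intensity, and the offset narrows the changes of dim spots. Among the circRNAs alone, the median log2 change was -0.179 at the highest intensity and -0.0107 at the lowest. The test therefore cannot decide on one scale per array. The direction of the change in level depends on the spike-in probes, with 0.0294 on all of them. Between 7d and 3d, the level of all 40 was higher, with a median log2 change of 0.299, and 3 were past the threshold and passed after adjustment. The ratio of the mRNA probes less that of the circRNA probes differed by 0.123 (standard error between arrays 0.0364), with the arrays of the groups apart. With the probes not matched for intensity, this cannot decide on one scale per array there either. On all spike-in probes the change in level was 0.0482. With 3 arrays per group, the smallest p of an exact test of these differences is 0.1. The mRNA probes that share a sample are not independent replicates. A change of the methylation of RNA in general after MCAO stays open and was not tested.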

How the results depend on the processing

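The 6 alternatives chosen after seeing the data were all spike-in probes, the spike-in probes well above background, the shift taken from the deposited values, normexp without the offset, the processed signals with all spike-in probes, and the study's calculation on the deposited values. The other 16, and leaving out each array in turn, were chosen beforehand. Over all of these, the log2 changes of the circRNAs named at the conclusions were computed 694 times. Direction and side of the threshold were the same in 583, the direction was the same but the threshold was lost in 37, it was gained in 37, and the direction was reversed in 37. Many of these computations could not change a log2 value. Examples are those with another filter or test, with the slide as a block, or without an array of a group not compared. The share that stayed the same is therefore no measure of robustness. The reversals were all in circRNAs listed by the paper. Apart from that of mmu_circRNA_20673, they were in circRNAs whose IP signal was not well above background on any array of one group, so that the log2 changes printed for these below are fitted values and their direction is not measured. Those named for the largest increases and decreases of each comparison were reversed in none of these computations. The counts of called circRNAs, and with some choices their balance between directions, depended on the processing. Below, "both" stands for circRNAs changed in both methylation and expression, and the median level is a difference between groups in percentage points.

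The number of tested circRNAs was 12211, and was 13783 with the filter on either channel, 9305 with both channels on all 9 arrays and 14236 without a filter. In the deposited values it was also within 1.5 times. The filters changed no count given at a conclusion by more than 1.5 times, apart from the hypomethylated and down-regulated circRNAs of 7d vs. sham, of which 1 was found without a filter and 0 with the main one. The median level in 3d vs. sham moved to -1.419 with both channels on all 9 arrays. The slide as a block could not be fitted against the sham group, and in 7d vs. 3d it changes nothing by construction, since these arrays share a slide.

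With each array centered on its median circRNA, 65 circRNAs were hypomethylated, 50 up-regulated, 92 down-regulated and 17 both in 3d vs. sham. Between 7d and sham, 16 were hypermethylated, 14 hypomethylated, 2 up-regulated and 758 down-regulated. In 7d vs. 3d, 56 were hypermethylated, 96 hypomethylated, 41 up-regulated and 72 both. The median level differed by 0 in all 3 comparisons, which this centering brings about by construction. The log2 changes of mmu_circRNA_32468 and mmu_circRNA_19150 in 7d vs. sham were -0.0653 and -0.01208, and that of mmu_circRNA_19150 in 7d vs. 3d was -0.0244. The cause of the other changes was not tested.

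With within-array loess for methylation and quantile normalization for expression, 3d vs. sham gave 248 hypermethylated, 3 hypomethylated, 105 up-regulated, 67 down-regulated and 12 both, with a median level of 0.122. In 7d vs. sham the values were 18, 8, 143, 134, 15 and 0.169, and in 7d vs. 3d they were 18, 237, 422, 335, 200 and 0.047. The log2 changes of mmu_circRNA_32468, mmu_circRNA_19150 and mmu_circRNA_43936 in 7d vs. sham were -0.07534, -0.05524 and -0.006546, and that of mmu_circRNA_19150 in 7d vs. 3d was -0.05796. Loess centers the log ratio of IP to Sup of each array along the intensity, and quantile normalization brings the arrays to a common distribution of expression, so that a difference between arrays in the median of either is taken away by construction. The cause of the change in balance was not tested.

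Without background correction, 270 circRNAs were hypermethylated and 47 down-regulated in 3d vs. sham, and the median level was 1.373, the reverse of the main direction. In 7d vs. sham, 86 were hypermethylated, 10 hypomethylated and 81 up-regulated, and in 7d vs. 3d, 108 were hypomethylated and 168 up-regulated. The cause was not tested.

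With the processed signals of Feature Extraction, 3d vs. sham gave 172 hypermethylated, 2060 hypomethylated, 2617 up-regulated, 89 down-regulated and 600 both, with a median level of -7.661. For 7d vs. sham, 140 were hypermethylated, 125 hypomethylated, 635 up-regulated, 1091 down-regulated and 65 both. In 7d vs. 3d, 2863 were hypermethylated, 247 hypomethylated, 243 up-regulated, 3221 down-regulated and 1528 both, with a median level of 9.591. The log2 changes of mmu_circRNA_32468, mmu_circRNA_19150 and mmu_circRNA_43936 in 7d vs. sham were -1.758, -1.753 and -1.421, and that of mmu_circRNA_19150 in 7d vs. 3d was -1.732. The cause was not tested.

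The authors' deposited values gave 162 hypermethylated, 2131 hypomethylated, 2724 up-regulated, 88 down-regulated and 632 both in 3d vs. sham, with a median level of -7.884. For 7d vs. sham the counts were 143, 123, 757, 1012 and 68. For 7d vs. 3d they were 2966, 235, 262, 3102 and 1511, with a median level of 9.792. The log2 changes of the same 3 circRNAs in 7d vs. sham were -1.757, -1.752 and -1.42, and that of mmu_circRNA_19150 in 7d vs. 3d was -1.727. These values were made from the processed signals, with the same 10 spike-in probes. The cause was not tested further.

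All spike-in probes in place of the 10 gave 142 hypermethylated, 27 hypomethylated, 95 up-regulated, 87 down-regulated and 32 both in 3d vs. sham, and the median level was reversed to 2.99. The log2 change of mmu_circRNA_24601 was 0.02854. For 7d vs. sham, 22 were hypermethylated, 7 hypomethylated and 12 up-regulated, and the change of mmu_circRNA_32468 was -0.00285. For 7d vs. 3d, 42 were hypermethylated, 150 hypomethylated, 156 up-regulated, 595 down-regulated and 113 both, the median level was reversed to -0.968, and the change of mmu_circRNA_19150 was -0.06315. The spike-in probes well above background gave 238, 20, 118, 90 and 37 in 3d vs. sham, with a median level of 4.245 and a change of mmu_circRNA_24601 of 0.06735. For 7d vs. sham, 23 were hypermethylated, 11 hypomethylated and 68 up-regulated. For 7d vs. 3d the counts were 35, 210, 346, 439 and 169, with a median level of -1.991 and a change of mmu_circRNA_19150 of -0.1001. Between 3d and sham, the log2 ratio of IP to Sup differed by -0.0224 over the 10 spike-in probes, by -0.259 over all 102 and by -0.332 over the 72 well above background. Between 7d and 3d the differences were -0.137, 0.252 and 0.312. The shift of each array follows these ratios by construction, and the cause of the disagreement between the sets was not tested.

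With the shift taken from the deposited values, 3d vs. sham gave 2 hypermethylated, 1443 hypomethylated, 708 up-regulated, 10 down-regulated and 342 both, with a median level of -7.718. The log2 changes of mmu_circRNA_27268 and mmu_circRNA_20673 were -0.141 and -0.002868, and the latter is close to 0. For 7d vs. sham, 24 were hypermethylated, 15 hypomethylated, 4 up-regulated and 893 down-regulated, with a median level of 1.075 and a change of mmu_circRNA_32468 of -0.02746. For 7d vs. 3d, 1749 were hypermethylated, 3 hypomethylated, 3 up-regulated, 2815 down-regulated and 1611 both, with a median level of 8.793. The cause was not tested.

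With normexp without the offset, 542 circRNAs were hypermethylated, 65 down-regulated and 37 both in 3d vs. sham, with a median level of -0.461. In the comparison of 7d with sham, 898 were hypermethylated, 547 up-regulated, 758 down-regulated and 38 both, with a median level of 6.886, and the changes of mmu_circRNA_32468 and mmu_circRNA_19150 were -0.1408 and -0.01167. For 7d vs. 3d, 1258 were hypermethylated, 39 hypomethylated and 184 up-regulated, with a median level of 7.347 and a change of mmu_circRNA_19150 of -0.3102. On simulated intensities, the same log2 change of 1 was estimated at 0.513 with the offset and at 1.37 without it.

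The processed signals with all spike-in probes gave 2101 hypermethylated, 10 hypomethylated, 638 up-regulated, 530 down-regulated and 189 both in 3d vs. sham, and the median level was reversed to 5.096. Between 7d and sham the counts were 131, 142, 872, 725 and 55, and the changes of mmu_circRNA_32468, mmu_circRNA_19150 and mmu_circRNA_43936 were -1.768, -1.764 and -1.433. For 7d vs. 3d, 31 were hypermethylated, 2069 hypomethylated, 1178 up-regulated and 907 both, the median level was reversed to -3.465, and the change of mmu_circRNA_19150 was -2.392. The cause was not tested.

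The study's calculation on the deposited values gave 82 hypermethylated, 1628 hypomethylated, 161 up-regulated and 294 down-regulated circRNAs in 3d vs. sham. For expression it included quantile normalization of the sum of IP and Sup, a step that the methods of the paper do not name. Without that step and with limma, the deposited values gave 2724 up-regulated and 88 down-regulated circRNAs. Between 7d and sham, 63 were hypomethylated and 504 up-regulated, and the changes of mmu_circRNA_32468, mmu_circRNA_19150 and mmu_circRNA_43936 were -1.816, -1.781 and -1.455. Between 7d and 3d, 2629 were hypermethylated, 180 hypomethylated and 693 up-regulated, and the change of mmu_circRNA_19150 was -1.72. The cause was not tested.

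The methods' t-test on the main values gave 25 hypermethylated, 64 hypomethylated, 73 up-regulated, 13 down-regulated and 2 both in 3d vs. sham. Between 7d and sham it gave 5, 1, 18, 232 and 0, where limma gave 51, 3, 33, 449 and 23. Between 7d and 3d, 37 were up-regulated and 207 both. With limma on only the 6 arrays compared, 135 were up-regulated and 14 both in 3d vs. sham, from fewer arrays. A Benjamini-Hochberg adjusted P below 0.05 is a stricter threshold by construction. It left 25 hypermethylated, 81 hypomethylated, 18 up-regulated, 1 down-regulated and 2 both in 3d vs. sham, and 0, 0, 0, 26 and 0 in 7d vs. sham. Between 7d and 3d, 8 were hypomethylated, 13 up-regulated, 494 down-regulated and 193 both. With the replicate number as a block, 9 circRNAs were hypomethylated in 7d vs. sham, and the other counts of single measures stayed within 1.5 times those without the block.

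With log2(IP/Sup) in place of the level, which spans a wider scale by construction, 185 circRNAs were hypermethylated, 766 hypomethylated and 125 both in 3d vs. sham. The counts were 217, 9 and 42 in 7d vs. sham and 1751, 49 and 716 in 7d vs. 3d. With expression from the Sup channel alone, 123 were both in 3d vs. sham and 35 in 7d vs. sham. With the IP channel alone, 6 were both in 7d vs. sham and 78 in 7d vs. 3d. The Sup intensity enters both measures, and the IP intensity enters the level in the other direction.

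With each array left out in turn, so that 1 group had 2 arrays and the fit pooled the spread, the counts in 3d vs. sham ranged as follows. Hypermethylated circRNAs went from 36 without sham replicate 3 to 159 without sham replicate 1, hypomethylated ones from 32 without 3d replicate 3 to 393 without sham replicate 3, and both from 20 without 3d replicate 3 to 238 without sham replicate 3. Up-regulated circRNAs went from 165 without 7d replicate 3 to 577 without sham replicate 3, and down-regulated ones from 25 without 7d replicate 3 to 82 without 3d replicate 3. The median level lay between -1.193 and -0.812. Without sham replicate 1 and without 3d replicate 3, more circRNAs were hypermethylated than hypomethylated, with 159 and 104, and with 75 and 32.

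Between 7d and sham, hypermethylated circRNAs went from 9 without 7d replicate 3 to 251 without sham replicate 1, hypomethylated ones from 2 without 3d replicate 1 to 22 without sham replicate 3, and both from 8 without 7d replicate 3 to 135 without sham replicate 1. Up-regulated circRNAs went from 7 without 7d replicate 3 to 874 without 7d replicate 1, and down-regulated ones from 191 without sham replicate 3 to 734 without sham replicate 1. The median level lay between 2.205 without 7d replicate 3 and 5.566 without 7d replicate 2. Without 7d replicate 3, the log2 changes of mmu_circRNA_32468 and mmu_circRNA_19150 were -0.039 and -0.04255, and their highest values, without 7d replicate 2, were 0.1728 and 0.3662.

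Between 7d and 3d, hypermethylated circRNAs went from 213 without 3d replicate 3 to 682 without 7d replicate 2, hypomethylated ones from 9 without 3d replicate 1 to 33 without 7d replicate 3, and both from 157 without 3d replicate 3 to 548 without 3d replicate 1. Up-regulated circRNAs went from 19 without 3d replicate 3 to 196 without 3d replicate 1, and down-regulated ones from 647 without 3d replicate 3 to 1197 without 3d replicate 1. The median level lay between 3.169 without 7d replicate 3 and 6.53 without 7d replicate 2. The log2 change of mmu_circRNA_19150 lay between -0.01198 without 7d replicate 3 and 0.3967 without 7d replicate 2.

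The signal over background limits all of these values. The median circRNA intensity of an array was between 2 and 2.433 times the median background in the IP channel. Of the 60 entries of Tables 2–4, 19 had no array of one group with an IP signal well above background, so that their fold change is not measured on both sides.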

Differences from the paper's values

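Of 43 values of the paper that were also computed here, 24 differ by the criteria used. For 4 of the others, the fold changes of mmu_circRNA_27268, mmu_circRNA_24601, mmu_circRNA_23150 and mmu_circRNA_38094, the IP signal was not well above background in one of the groups and no difference is read. The study's calculation on the deposited values, an alternative chosen after seeing the values, reached the paper's values or came within a few circRNAs of each of the counts below, as given at each one. Its expression values were also quantile-normalized, which the methods of the paper do not name, so that its expression counts do not follow from the stated methods alone.

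For hypermethylated circRNAs in 3d vs. sham, the paper's value is 85, and 53 were found here. Among the alternatives set before the data were examined, the count was within 1.5 times the paper's without 3d replicate 2 (64), without 3d replicate 3 (75) and without 7d replicate 3 (57), and not in the others. The study's calculation, chosen after seeing the values, gave 82. For hypomethylated circRNAs the paper's value is 1621, and 189 were found here. The processed signals (2060) and the deposited values (2131) came within 1.5 times the paper's value, and the other alternatives set before the data were examined did not. Among those chosen after seeing the values, the shift taken from the deposited values gave 1443 and the study's calculation 1628. For both directions together the paper's value is 1706, and 242 were found here. The processed signals (2232) and the deposited values (2293) came within 1.5 times of it, and the other alternatives set before the data were examined did not. The shift taken from the deposited values (1445) and the processed signals with all spike-in probes (2111), both chosen after seeing the values, did so too. Of the changed circRNAs, the paper's hypermethylated share is 5%, and 21.9% was found here. Only the deposited values (7.06%), of the alternatives set before the data were examined, came within 1.5 times.

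For hypomethylated circRNAs in 7d vs. sham, the paper's value is 66, and 3 were found here. None of the alternatives set before the data were examined came within 1.5 times the paper's value, and the study's calculation, chosen after seeing the values, gave 63.

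For hypermethylated circRNAs in 7d vs. 3d, the paper's value is 2632, and 465 were found here. The processed signals (2863) and the deposited values (2966) came within 1.5 times, and the other alternatives set before the data were examined did not. The study's calculation, chosen after seeing the values, gave 2629. For hypomethylated circRNAs in that comparison the paper's value is 186, and 13 were found here. Loess (237), the processed signals (247) and the deposited values (235) came within 1.5 times, and the other alternatives set before the data were examined did not. Of those chosen after seeing the values, all spike-in probes gave 150, the spike-in probes well above background 210 and the study's calculation 180.

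For up-regulated circRNAs in 3d vs. sham, the paper's value is 163, and 291 were found here. Of the alternatives set before the data were examined, the fit of only the 6 arrays compared (135) and those without 3d replicate 3 (182), 7d replicate 3 (165), sham replicate 1 (175) and sham replicate 2 (220) came within 1.5 times, and the others did not. Among those chosen after seeing the values, the spike-in probes well above background gave 118 and the study's calculation 161. For down-regulated circRNAs the paper's value is 289, and 31 were found here. None of the alternatives set before the data were examined came within 1.5 times, and the study's calculation, chosen after seeing the values, gave 294.

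For up-regulated circRNAs in 7d vs. sham, the paper's value is 502, and 33 were found here. The processed signals (635) came within 1.5 times, and the other alternatives set before the data were examined did not, without 7d replicate 1 (874) included. Of those chosen after seeing the values, normexp without the offset gave 547 and the study's calculation 504. For up-regulated circRNAs in 7d vs. 3d, the paper's value is 697, and 80 were found here. None of the alternatives set before the data were examined came within 1.5 times, and the study's calculation, chosen after seeing the values, gave 693.

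For hypomethylated and up-regulated circRNAs in 3d vs. sham, the paper's value is 24, and 70 were found here. Expression from the IP channel alone (19), without 7d replicate 3 (22) and without sham replicate 2 (36) came within 1.5 times, and the other alternatives set before the data were examined did not. Among those chosen after seeing the values, normexp without the offset gave 27 and the study's calculation 24. For hypermethylated and up-regulated circRNAs the paper's value is 0, and 1 was found here. Of the alternatives set before the data were examined, 0 were found with each array centered on its median, without background correction, by the methods' t-test, with only the 6 arrays compared, after adjustment, with expression from the Sup channel alone, and without 3d replicate 1, 3d replicate 2, 7d replicate 3, sham replicate 2 or sham replicate 3, and not in the others. All spike-in probes and the study's calculation, both chosen after seeing the values, also gave 0. For hypomethylated and down-regulated circRNAs the paper's value is 72, and 1 was found here. None of the alternatives set before the data were examined came within 1.5 times, and the study's calculation, chosen after seeing the values, gave 73.

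For hypomethylated and up-regulated circRNAs in 7d vs. sham, the paper's value is 8, and 0 were found here. None of the alternatives set before the data were examined came within 1.5 times. Of those chosen after seeing the values, the processed signals with all spike-in probes gave 12 and the study's calculation 9. For hypermethylated and down-regulated circRNAs the paper's value is 5, and 23 were found here. Expression from the IP channel alone (4) and without sham replicate 3 (7) came within 1.5 times, and the other alternatives set before the data were examined did not. The study's calculation, chosen after seeing the values, gave 6. For hypomethylated and down-regulated circRNAs the paper's value is 2, and 0 were found here. No background correction (2), log2(IP/Sup) (3), expression from the IP channel alone (2) and without 7d replicate 1 (3) came within 1.5 times, and the other alternatives set before the data were examined did not. All spike-in probes and the study's calculation, both chosen after seeing the values, gave 2.

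For hypomethylated and up-regulated circRNAs in 7d vs. 3d, the paper's value is 63, and 4 were found here. No background correction (49), the processed signals (79) and the deposited values (80) came within 1.5 times, and the other alternatives set before the data were examined did not. Among those chosen after seeing the values, all spike-in probes gave 68 and the study's calculation 63. For hypermethylated and up-regulated circRNAs the paper's value is 14, and 0 were found here. None of the alternatives set before the data were examined came within 1.5 times, and the study's calculation, chosen after seeing the values, gave 16. For hypomethylated and down-regulated circRNAs the paper's value is 3, and 1 was found here. Each array centered on its median (3), no background correction (3), the replicate block (2) and log2(IP/Sup) (2) came within 1.5 times, and the other alternatives set before the data were examined did not. Of those chosen after seeing the values, all spike-in probes gave 4, the spike-in probes well above background 3, normexp without the offset 2 and the study's calculation 3.

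For mmu_circRNA_20673 in 3d vs. sham, the paper's fold increase is 1.9342, and it was 1.24 here. No background correction (1.53), the processed signals (1.93), the deposited values (1.93) and log2(IP/Sup) (1.37) came within 1.5 times, and the other alternatives set before the data were examined did not. Among those chosen after seeing the values, normexp without the offset gave a log2 change of 1.15, the processed signals with all spike-in probes 1.39 and the study's calculation 0.95.

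For mmu_circRNA_38065 in 3d vs. sham, the paper's fold decrease is 2.5043721, and it was 1.27 here. The processed signals (2.51) and the deposited values (2.52) came within 1.5 times, and the other alternatives set before the data were examined did not. Of those chosen after seeing the values, normexp without the offset gave a log2 change of -0.87 and the study's calculation -1.32. The shift taken from the deposited values (-0.68) and the processed signals with all spike-in probes (-0.63), also chosen after seeing the values, put it past the threshold. For mmu_circRNA_44763 the paper's fold decrease is 2.4079717, and it was 1.32 here. The processed signals (2.47) and the deposited values (2.48) came within 1.5 times, and the other alternatives set before the data were examined did not, although log2(IP/Sup) put it past the threshold at -0.59. Among those chosen after seeing the values, normexp without the offset gave a log2 change of -0.82, the shift taken from the deposited values -0.73 and the study's calculation -1.27. The processed signals with all spike-in probes put it past the threshold at -0.68.

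For mmu_circRNA_22281 in 7d vs. sham, the paper's fold increase is 2.5990145, and it was 1.50 here. No background correction (1.91), the processed signals (2.69), the deposited values (2.69) and log2(IP/Sup) (1.83) came within 1.5 times, and the other alternatives set before the data were examined did not. Of those chosen after seeing the values, normexp without the offset gave a log2 change of 1.57, the processed signals with all spike-in probes 1.36 and the study's calculation 1.38.

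Some directions and calls also differ. In expression at 3 days, the paper has more down-regulated than up-regulated circRNAs compared with the sham group, and 291 were up-regulated and 31 down-regulated here. With each array centered on its median, the balance was 50 and 92, in the paper's direction, and it was 161 and 294 by the study's calculation, chosen after seeing the values. At 7 days the paper has hyper- and hypomethylation to a like extent, and 51 and 3 circRNAs were found here. The counts were 16 and 14 with each array centered on its median, 140 and 125 with the processed signals, 143 and 123 with the deposited values and 17 and 22 without sham replicate 3. The processed signals with all spike-in probes (131 and 142) and the study's calculation (53 and 63), both chosen after seeing the values, also gave counts within 1.5 times of each other. Among the circRNAs changed in both measures at 3 days, the paper has most of them hypomethylated and down-regulated, and 70 of 76 were hypomethylated and up-regulated here. With expression from the IP channel alone, 34 of 77 were hypomethylated and down-regulated, and by the study's calculation, chosen after seeing the values, 73 of 100.

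Of the hypomethylated circRNAs that the paper lists for 7d vs. sham, 2 of 10 had a lower level in the 7d group here. For 6 of the 10, the IP signal was not well above background on any array of one group, so that their direction is not measured. The first of the list, mmu_circRNA_32468, mmu_circRNA_19150 and mmu_circRNA_43936, had no 7d array with an IP signal well above background. With the processed signals they were past the threshold as hypomethylated (-1.76, -1.75 and -1.42), and with the deposited values too (-1.76, -1.75 and -1.42). The processed signals with all spike-in probes (-1.77, -1.76 and -1.43) and the study's calculation (-1.82, -1.78 and -1.46), both chosen after seeing the values, also put them there. The paper also lists mmu_circRNA_19150 as hypomethylated in 7d vs. 3d, where the log2 changes under these alternatives were -1.73, -1.73, -2.39 and -1.72.

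The paper has mmu_circRNA_27268 as hypermethylated and mmu_circRNA_24601 as hypomethylated at 3 days, and neither was past the threshold here. The processed signals put mmu_circRNA_27268 past it at 1.54 and mmu_circRNA_24601 at -1.61, and the deposited values at 1.54 and -1.61. Of the alternatives chosen after seeing the values, normexp without the offset did so at 1.00 and -0.80, the processed signals with all spike-in probes at 2.09 and -0.94, and the study's calculation at 1.51 and -1.56. The paper's hypermethylated mmu_circRNA_23150 and mmu_circRNA_38094 in 7d vs. sham were under the threshold here and past it with the processed signals, at 1.66 and 1.57. No background correction (0.72) and log2(IP/Sup) (0.59) also put mmu_circRNA_23150 past it. Normexp without the offset (1.50 and 1.05) and the processed signals with all spike-in probes (1.62 and 1.52), both chosen after seeing the values, did so for the 2 circRNAs.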

Other observations

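The tests of the choice of the spike-in probes, of the disagreement among the 10 probes, of the slide, of the processed signals, of the shifts of the deposited table, of the hypomethylated calls by intensity and of the dim spots under other background treatments were chosen only after the result was seen. The test of the level by intensity and those of the offset and of the correlation under shared 3d arrays were planned, and the simulated counts and the simulated correlation under shared sham arrays were not.

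More circRNAs were hypomethylated than hypermethylated in 3d vs. sham, 189 against 53. Background in dim spots stays open. Of the 189, 188 were among the 4070 circRNAs of highest intensity, but the offset narrows the changes of dim spots, so that few of them can pass the threshold. With normexp without the offset, 168 of 261 were among them and 51 among the 4071 of lowest intensity. Whether the lower level at high intensity is more than a difference of single arrays stays open too. Among the circRNAs of highest intensity the median log2 change was -0.179, while it was -0.0107 among those of lowest intensity. The median level of the former was 29.23%, 28.58% and 26.98% on the 3d arrays and 35.88%, 31.93% and 29.11% on the sham arrays, so that the groups overlap, with sham replicate 1 the highest. Each 3d array was below the sham array of the same replicate number, so that the lower level was seen in every such pair. These pairs met the criterion for pairing, but the paper's text does not name them as pairs. The median Sup intensity also rose with the replicate number, from 60.5 to 69.5 and 78.5 on the 3d arrays and from 53 to 65 and 72 on the sham arrays. The resemblance of same-numbered arrays therefore need not come from paired samples. The median log2 change of the circRNAs of highest intensity was -0.197 without background correction and -0.17 with normexp without the offset. The balance of the counts does depend on the treatment of the background. Without background correction, 270 circRNAs were hypermethylated and 231 hypomethylated, and the median level of the arrays was higher in the 3d group by 1.373 points. With normexp without the offset, the counts were 542 and 261, and among the circRNAs of highest intensity 238 and 168. The tables argue against the slide as the only cause, since the 7d arrays lay on the slide of the 3d arrays and 5.56% of the circRNAs called in 7d vs. sham were hypomethylated. Slide and group cannot be told apart, and a slide effect together with a separate change at 7 days stays open. The scale of the channels is a candidate explanation. With all spike-in probes, 16% of the called circRNAs were hypomethylated. Used alone, 6 of the study's 10 spike-in probes put the median level of the 3d arrays below that of the sham arrays. The other 4 put it above, so that disagreement among the 10 spike-in probes could also set the direction. These 4 were dim, with a mean log2 IP intensity between 6.244 and 8.595. Of those below, 1 was dim too, at 6.059, and the rest lay between 11.47 and 17.06. The disagreement thus went with intensity, and the offset narrows the changes of dim spots. The balance turned around without 3d replicate 3, with 32 hypomethylated and 75 hypermethylated circRNAs, and without sham replicate 1, with 104 and 159. A lower methylation at 3 days stays open.

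Fewer circRNAs were hypomethylated in 3d vs. sham than the study reports. The tables argue against the offset of 50 as the cause, since 261 were hypomethylated without the offset. The dye normalization and background subtraction contained in the processed signals are a candidate source, with 2060 hypomethylated circRNAs from these signals. With only the shifts of the deposited table, which derive from these signals, applied to the intensities used here, 1443 were hypomethylated, so that the scale of each channel stays open as the main source within them. No biological explanation was tested, since both start from the same arrays.

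The methylation changes of 3d vs. sham and of 7d vs. 3d ran in opposite directions, with a correlation across circRNAs of -0.819. Both comparisons use the same 3d arrays, which may explain this: in simulations without a difference between the groups, made from combinations of the replicate deviations, 17 of 100 were at or below that value, with a median of -0.519. With independent noise the median was -0.501 and the lowest -0.524. At most 104 circRNAs were called in opposite directions in the former simulations, where 168 were on the arrays. The changes of 3d vs. sham and 7d vs. sham, which share the sham arrays, had a correlation of 0.337, below the median of 0.651 in these simulations. A return of the methylation level between 3 and 7 days stays open.

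Other splits of the 6 arrays of 3d vs. sham gave results as large for every count. Of the 10 splits, the real one included, 4 gave as many hypermethylated circRNAs, 2 as many hypomethylated ones, 3 as many up-regulated ones, 8 as many down-regulated ones and 3 as many changed in both measures. For 7d and sham the numbers were 3, 9, 5, 1 and 3 of 10. Chance cannot be excluded for any of these counts.

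The samples that carry the same replicate number resembled each other in 3d and sham, with correlations of at least 0.209 in the level after the group means were removed. Of the splits of these 6 arrays, 4 part all of the pairs. Of these, 1 gave as many hypermethylated circRNAs, 1 as many hypomethylated ones, 1 as many up-regulated ones, 3 as many down-regulated ones and 1 as many changed in both measures. The other 3 gave at most 25 circRNAs in either direction of methylation, 130 in either direction of expression and 14 changed in both measures. With the replicate number as a block, 54 circRNAs were hypermethylated and 200 hypomethylated in 3d vs. sham, and 275 were up-regulated and 28 down-regulated.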
